# Transcriptome and phenotyping analyses support a role for chloroplast sigma factor 2 in red‐light‐dependent regulation of growth, stress, and photosynthesis

**DOI:** 10.1002/pld3.43

**Published:** 2018-02-19

**Authors:** Sookyung Oh, Deserah D. Strand, David M. Kramer, Jin Chen, Beronda L. Montgomery

**Keywords:** light signaling, photomorphogenesis, photosynthesis, plastid development, sigma factors, stress

## Abstract

Sigma factor (SIG) proteins contribute to promoter specificity of the plastid‐encoded RNA polymerase during chloroplast genome transcription. All six members of the SIG family, that is, SIG1–SIG6, are nuclear‐encoded proteins targeted to chloroplasts. Sigma factor 2 (SIG2) is a phytochrome‐regulated protein important for stoichiometric control of the expression of plastid‐ and nuclear‐encoded genes that impact plastid development and plant growth and development. Among SIG factors, SIG2 is required not only for transcription of chloroplast genes (i.e., anterograde signaling), but also impacts nuclear‐encoded, photosynthesis‐related, and light signaling‐related genes (i.e., retrograde signaling) in response to plastid functional status. Although SIG2 is involved in photomorphogenesis in Arabidopsis, the molecular bases for its role in light signaling that impacts photomorphogenesis and aspects of photosynthesis have only recently begun to be investigated. Previously, we reported that SIG2 is necessary for phytochrome‐mediated photomorphogenesis specifically under red (R) and far‐red light, thereby suggesting a link between phytochromes and nuclear‐encoded SIG2 in light signaling. To explore transcriptional roles of SIG2 in R‐dependent growth and development, we performed RNA sequencing analysis to compare gene expression in *sig2‐2* mutant and Col‐0 wild‐type seedlings at two developmental stages (1‐ and 7‐day). We identified a subset of misregulated genes involved in growth, hormonal cross talk, stress responses, and photosynthesis. To investigate the functional relevance of these gene expression analyses, we performed several comparative phenotyping tests. In these analyses, strong *sig2* mutants showed insensitivity to bioactive GA_3_, high intracellular levels of hydrogen peroxide (H_2_O_2_) indicative of a stress response, and specific defects in photosynthesis, including elevated levels of cyclic electron flow (CEF) and nonphotochemical quenching (NPQ). We demonstrated that SIG2 regulates a broader range of physiological responses at the molecular level than previously reported, with specific roles in red‐light‐mediated photomorphogenesis.

## 1 INTRODUCTION

Functional chloroplasts contain both nuclear‐ and chloroplast‐encoded proteins. Thus, light‐dependent plastid development depends on coordinate control and stoichiometric expression of nuclear and plastid genes. Sigma factor protein 2 (SIG2) is a member of the six‐member SIG family (i.e., SIG1–SIG6) in Arabidopsis that functions in chloroplasts as a subunit of the plastid‐encoded RNA polymerase (PEP) to regulate expression of chloroplast genes for chloroplast development and chlorophyll biosynthesis, which are central for photosynthesis (Kanamaru et al., 1999). Like other members of the SIG family, SIG2 exhibits sequence similarity to the prokaryotic sigma factor σ70 (Nagashima et al., 2004). Each sigma factor exhibits specificity in interacting with the promoters of its target gene(s) in chloroplasts and plays a distinctive role during growth and development (Yagi & Shiina, 2014). For example, both SIG2 and SIG6 are induced by light and are critical for chloroplast development and chlorophyll biosynthesis, as *sig2* and *sig6* mutant seedlings are pale to yellow‐green with underdeveloped chloroplasts (Ishizaki et al., 2005; Shirano et al., 2000). Additionally, SIG5 has been recognized as a stress‐responsive factor due to the observed rapid induction of this gene upon salt, cold, and high‐light stresses, as well as high sensitivity in the presence of salt and low levels of maximal quantum yield of PSII (Fv/Fm) observed in *sig5* mutants (Nagashima et al., 2004; Tsunoyama, Morikawa, Shiina, & Toyoshima, 2002). In spite of the sequence homology between SIG2 and SIG5, the role of SIG2 in stress responses has not been fully explored. Notably, *SIG2* is distinct from *SIG5* in that it does not exhibit a transcriptional change upon specific experimental stress treatments, such as high light or salt (Nagashima et al., 2004).

Sigma factor protein 2 has been previously shown to have roles in both forward signaling from the nucleus to chloroplasts (i.e., anterograde signaling) that controls the transcription of chloroplast genes during photomorphogenesis (Oh & Montgomery, 2013), as well as in signaling from plastids back to the nucleus, that is, retrograde signaling, to control nuclear gene expression in response to plastid functional status (Woodson, Perez‐Ruiz, Schmitz, Ecker, & Chory, 2013). During anterograde signaling, phytochromes regulate expression of *SIG* genes, including *SIG2,* in a process required for promoting chloroplast development and function (Oh & Montgomery, 2013, 2014). During anterograde signaling, SIG2 contributes to regulating the expression of a number of plastid genes, including *psaJ*,* psbA*,* psbD*,* psbB*,* psbN*,* trnE*, and *trnV* (Oh & Montgomery, 2013; Woodson et al., 2013). During retrograde signaling, SIG2 is involved in controlling the transcription of a small set of photosynthetic associated nuclear genes (PhANGs), including *RBCS2B* (*Rubisco small subunit*), *LHCB1.2* (*LIGHT‐HARVESTING CHLOROPHYLL B‐BINDING 1*), *LHCB2.2* (*LIGHT‐HARVESTING CHLOROPHYLL B‐BINDING 2*), *PC* (*PLASTOCYANIN*), and *CA* (*CARBONIC ANHYDRASE*) (Woodson et al., 2013). In addition to SIG2, heme derivatives, including intermediates in chlorophyll biosynthesis, reactive oxygen species (ROS), and hormones, can initiate retrograde signaling (reviewed in Leister, 2012).

SIG2 has a recognized role in light‐dependent aspects of plant development, including the aforementioned chloroplast development and in distinct aspects of photomorphogenesis. Related to its role in chloroplast development, *sig2* mutants are chlorophyll deficient in white light (Oh & Montgomery, 2013; Shirano et al., 2000; Woodson et al., 2013), and in red and blue light (Oh & Montgomery, 2013). In regards to SIG2‐dependent regulation of photomorphogenesis in a wavelength‐specific manner, we noted that disruption of *SIG2* resulted in red (R)‐ and far‐red (FR)‐light‐specific defects in the inhibition of hypocotyl elongation and cotyledon expansion (Oh & Montgomery, 2013). Root elongation also was disrupted under R illumination in *sig2* mutants (Oh & Montgomery, 2013). However, the molecular bases of SIG2‐mediated, R‐, and/or FR light‐specific signaling that impacts photomorphogenesis and photosynthesis are not fully understood.

To investigate the role of SIG2 in regulating expression of genes in the chloroplast and nucleus at the molecular level, several transcriptional profiling analyses have been performed (Nagashima et al., 2004; Woodson et al., 2013). DNA microarray analysis shows that several chloroplast genes, including *psaJ*, which is transcribed by PEP, and additional plastid genes transcribed by the nuclear‐encoded, chloroplast‐localized RNA polymerase (NEP), are misregulated in a *sig2‐1* T‐DNA mutant (Nagashima et al., 2004). RNA‐Seq and microarray analyses using white‐light‐grown *sig2‐2* mutant seedlings resulted in the identification of a role for SIG2‐mediated retrograde signaling in the regulation of PhANGs (Woodson et al., 2013). Here, to assess the transcriptional role of SIG2 in its recently identified role in R‐dependent photomorphogenesis, plant development, and regulation of photosynthesis, we performed RNA‐Seq analysis to compare gene expression in a *sig2‐2* mutant and wild‐type (WT) seedlings grown in R light at two developmental stages (i.e., at 1 and 7 days). Our data suggested that, in red light, SIG2 is involved in anterograde‐ and retrograde‐dependent transcriptional regulation of growth‐, hormone‐, stress‐, and photosynthesis‐related genes. To investigate the functional relevance of these gene expression analyses to the observed red‐light, SIG2‐dependent aspects of growth and development, we conducted a battery of phenotyping tests and determined that *sig2* mutants show insensitivity to GA, high intracellular levels of hydrogen peroxide (H_2_O_2_) that are indicative of stress, and specific defects in photosynthetic performance, such as elevated levels of cyclic electron flow (CEF) and NPQ. These results implicate SIG2 in regulating a broader range of light‐dependent physiological responses at the molecular level than previously recognized.

## 2 EXPERIMENTAL PROCEDURES

### 2.1 Plant material

*Arabidopsis thaliana* Col‐0 ecotype was used as wild‐type (WT), and T‐DNA insertion mutant lines *sig2‐2* (SALK_045706), *sig2‐3* (SALK_022546), and transgenic line *sig2‐4* were previously described (Oh & Montgomery, 2013).

### 2.2 Plant growth conditions

For RNA sequencing (RNA‐Seq) analyses, Arabidopsis seeds were surface sterilized prior to sowing. In detail, seeds were incubated with 35% (v/v) commercial bleach containing 0.025% (v/v) SDS for 15 min, and then seeds were rinsed with sterile distilled water five times and planted on growth medium containing 1× Murashige and Skoog (MS) salts (Caisson Laboratories), 1% (w/v) sucrose, and 0.7% (w/v) Phytoblend (Caisson Laboratories). Seeds on solid medium were stratified for 4 days at 4°C in the dark and were then incubated in a Percival LED (light‐emitting diode)‐equipped growth chamber (Model: E‐30LED, Serial Number: 6447.02.04J) with red (R) LEDs (λ_max_ ~670 nm) under constant red (Rc) illumination for 1 day or 7 days at 22°C. For photosynthesis experiments, Arabidopsis seeds without sterilization were cold‐stratified for 4 days at 4°C in the dark and were grown on soil in controlled growth chamber (Conviron) at 22°C under long‐day condition (8 hr dark/16 hr light cycle) with cool‐white light lamps (F96T12 CW VHO, Phillips). Fluence rates were measured using a LI‐250A Light Meter with a Quantum sensor (LI‐COR) in temperature‐ (i.e., 22°C) and humidity‐controlled growth chambers.

### 2.3 RNA extraction and RNA‐Seq analysis

Total RNA was isolated from 1‐ or 7‐d‐old whole seedlings grown in Rc illumination (50 μmol m^−2^ s^−1^) as described above using an RNeasy^®^ Plant Mini kit (Qiagen). Three biological replicates were prepared, and the quality of RNA from samples was assessed with a Bioanalyzer (Agilent) to identify samples with a RNA integrity score (>7.5). RNA‐Seq samples were prepared using the Illumina TruSeq mRNA prep kit, and RNA‐Seq was performed by the Research Technology Support Facility at Michigan State University using the Illumina sequencing system, which employs a massively parallel sequencing‐by‐synthesis four‐dye approach to generate billions of bases of high‐quality DNA sequence per run (Mardis, 2008) and yields >120 million reads of 55 nucleotides in length. We employed cufflink and cuffdiff (Trapnell et al., 2012) to estimate variance–mean dependence in count data from high‐throughput sequencing assays and tested for differential expression based on a model using the negative binomial distribution. RNA‐Seq data have been deposited to the NCBI Gene Expression Omnibus database (submission number GSE104518).

### 2.4 Validation of RNA‐Seq data

To validate the RNA‐Seq data, quantitative RT‐PCR (qRT‐PCR) analyses for indicated genes (primers used are listed in Table S1) were performed with three biological replicates as described previously (Oh, Warnasooriya, & Montgomery, 2013). *UBC21* (*At5g25760*) was used as an internal control gene for normalization in the qRT‐PCR experiments.

### 2.5 Effect of gibberellic acid (GA_3_) or GA inhibitor Paclobutrazol (PAC) on hypocotyl development

To assess the effect of exogenous gibberellic acid (GA_3_; Sigma‐Aldrich) and its inhibitor paclobutrazol (PAC; Sigma‐Aldrich) on hypocotyl development of *sig2* mutants in Rc light, we performed light‐dependent hypocotyl length assays as described in Warnasooriya and Montgomery (2009). Briefly, seeds were planted on MS salt plates containing various concentrations of GA_3_ or PAC and cultured in a growth chamber with Rc light at 50 μmol m^−2^ s^−1^ for 7 days at 22°C.

### 2.6 Measurement of hydrogen peroxide (H_2_O_2_)

Measurement of intracellular hydrogen peroxide (H_2_O_2_) levels was performed as described in Strand et al. (2015). In brief, leaf disks from 40‐d‐old plants grown on soil at 22°C under white light with a long‐day photoperiod, or 7‐d‐old seedlings grown on MS medium under continuous white light, were harvested, with four biological replicates assessed per genotype. Leaf disks or whole seedlings were ground using liquid nitrogen and extracted in 50 mM potassium phosphate buffer (pH 7.2). After centrifugation of the extract, 10 μl of the resulting supernatant was incubated with Amplex red (Invitrogen, final concentration of 50 μM) and 0.2 units ml^−1^ horseradish peroxidase in the dark for 30 min at room temperature. The level of hydrogen peroxide was estimated using excitation at 530 nm and emission at 590 nm. The pellets remaining after centrifugation of leaf disk or whole seedling extracts were used to extract chlorophylls with 80% (v/v) of acetone and chlorophyll concentrations determined by equations described in Inskeep and Bloom (1985). Hydrogen peroxide measurements were normalized to total chlorophyll content.

### 2.7 Chlorophyll fluorescence and photosynthetic parameter measurements

Chlorophyll fluorescence data for 2‐week‐old plants grown at 22°C under white light (approximately 100 μmol m^−2^ s^−1^) with a long‐day photoperiod (16 hr light and 8 hr dark cycle) were obtained using a custom‐designed plant imaging system described previously (Cruz et al., 2016), with a few modifications as detailed below. Two‐week‐old plants were treated with five different light regimes (R1 to R5) of 24 hr each for 5 days under a 16 hr light and 8 hr dark cycle. Under the first light regime (R1), the plants were grown at constant light intensity of 100 μmol m^−2^ s^−1^ during the light period. For the second light regime (R2), plants were treated with sinusoidal light with a maximum light intensity of 500 μmol m^−2^ s^−1^ in the light phase. For the third light regime (R3), fluctuating sinusoidal light with a maximum intensity of 1,000 μmol m^−2^ s^−1^ was applied. For the fourth (R4) and fifth (R5) regimes, additional R1 and R3 treatments were reapplied, respectively.

For in vivo spectroscopic assays using 40‐d‐old plants grown at 22°C under white light (approximately 100 μmol m^−2^ s^−1^) with a long‐day photoperiod, chlorophyll fluorescence was measured as previously described (Avenson, Cruz, & Kramer, 2004; Ioannidis, Cruz, Kotzabasis, & Kramer, 2012). In detail, attached, fully expanded rosette leaves from dark‐adapted adult plants were used for experiments. Chlorophyll fluorescence was measured after irradiation with actinic light (116‐500 μmol m^−2^ s^−1^) using an in‐house‐made spectrophotometer (Hall et al., 2013; Livingston, Cruz, Kohzuma, Dhingra, & Kramer, 2010), and chlorophyll fluorescence yields (e.g., F_0_, F_M_, F_S_, F_M′_, and F_M″_) were estimated as described (Baker, Harbinson, & Kramer, 2007). Quantum yield of PSII (Φ_II_), nonphotochemical quenching (NPQ), and linear electron flow (LEF) were calculated using the chlorophyll fluorescence yield values as described in Strand et al. (2015). Electrochromic shift (ECS) measurements for analysis of proton motif force (*pmf*) were performed using dark‐interval relaxation kinetics (DIRK) spectroscopy, and ECS parameters were calculated as described in Baker et al. (2007) and Strand et al. (2015). Cyclic electron flow (CEF) was estimated by comparing the slope of the line obtained from graphing $v_{H}^{+}$ (light‐driven proton flux) vs. LEF (linear electron flow) for a particular line to the slope obtained for wild‐type (Avenson et al., 2004) and was normalized by chlorophyll per leaf area. Chlorophyll was extracted directly from ground leaf tissue with 80% (v/v) acetone and quantified according to Inskeep and Bloom (1985).

### 2.8 SDS‐PAGE gel and immunoblot analysis

For SDS‐polyacrylamide gel electrophoresis (SDS‐PAGE), total proteins were extracted from liquid‐nitrogen‐ground leaves of 40‐d‐old plants grown in white light (approximately 100 μmol m^−2^ s^−1^) with a long‐day photoperiod using extraction buffer (10 mM Tris‐HCl, pH 7.2). Proteins were resolved on 15% (w/v) SDS‐PAGE gel and immunoblotted to polyvinylidene difluoride (PVDF) membrane as previously described (Montgomery, Yeh, Crepeau, & Lagarias, 1999) with minor modifications. The membrane was blocked with 2% (w/v) bovine serum albumin (BSA) in tris‐buffered saline and incubated with 1:4,000 dilution of anti‐NDH18 antibody (Peng, Fukao, Fujiwara, Takami, & Shikanai, 2009), followed by horseradish peroxidase‐conjugated anti‐rabbit IgG (Pierce 1858415; Lot No. HJ108849; 1:4,000 diluted). Protein signal was detected using WesternBright enhanced chemiluminescence (Advansta).

### 2.9 Statistical analyses

For statistical analysis, two‐tailed Student's *t* test analyses (unpaired with two‐sample equal variance) were performed with Microsoft Excel 2007 software.

## 3 RESULTS

### 3.1 SIG2 is required for the retrograde signaling‐dependent transcriptional regulation of a distinct group of nuclear genes, including growth‐, GA‐, stress‐, and photosynthesis‐related genes

To understand the role of SIG2‐dependent transcriptional regulation that impacts photomorphogenesis and growth in Rc light, we performed RNA‐Seq analysis comparing gene expression changes between Col‐0 wild‐type (WT) and *sig2‐2* mutant lines at the whole genome level. Given the multiple morphological and chlorophyll pigmentation defects observed at distinct developmental stages for *sig2* mutant seedlings under R light (Oh & Montgomery, 2013), we used RNA extracted from *sig2‐2* mutant seedlings grown on MS medium under constant R light at 50 μmol m^−2^ s^−1^ for 1 or 7 days. 

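RNA was isolated from whole seedlings, WT in the Col-0 background or *sig2-2*, after 1 day or 7 days in Rc light at 50 μmol m−2 s−1, which gave 4 conditions with 3 biological replicates each and 12 samples in all. SIG2 is encoded in the nucleus and is a sigma factor of the plastid RNA polymerase. The libraries were made from mRNA, and the authors used Cufflinks and Cuffdiff to estimate 1 FPKM value (fragments per kilobase of transcript, scaled to the mapped fragments) for each gene in each condition from the 3 replicates together. The values used here are these combined values. No replicate error can therefore be given beside them, and the spread between replicates enters only through the p- and q-values that Cuffdiff gave. The numbers of reads behind the values were not analysed here, and low values showed no steps of whole reads, so the depth of each condition is unknown. The authors' table of all 4 conditions holds 33078 nuclear loci. Their table of each single condition holds 33349 loci, of which 130 are plastid loci and 141 are mitochondrial loci, and the nuclear values are the same in both. Loci listed at 1 FPKM or more numbered 18186 in WT and 18461 in *sig2-2* at 1 day, and 19456 in WT and 19390 in *sig2-2* at 7 days. AT2G01021 had the highest value in every condition, with 32.6% of the summed FPKM in WT and 25.5% in *sig2-2* at 1 day, and 5.45% in WT and 11.4% in *sig2-2* at 7 days. Changes are given as log2 of (*sig2-2* + 1)/(WT + 1), a scale that understates the change of genes with low values. A gene was counted as misregulated when its change reached 2-fold on this scale and its q-value in the authors' deposited table was under 0.05. Positions are those of the authors' table, and the paper's text does not name the genome build. Of the loci, 32060 overlapped the position of their identifier in the TAIR10.1 annotation, which was used for gene names. *SIG2* (AT1G08540, listed as SIGB) lies on chromosome 1 from 2703336 to 2706845. Its transcript was at 66.5 FPKM in WT and 1.31 FPKM in *sig2-2* at 1 day, a log2 change of −4.87 with a q-value of 0.00103 in the authors' deposited table. At 7 days it was at 87.7 FPKM in WT and 1.49 FPKM in *sig2-2*, a log2 change of −5.16 with a q-value of 0.00026 in the authors' deposited table. Both q-values go with a Cuffdiff p-value of 5e-05. Many genes share this p-value, so equal q-values do not mean equal strength of evidence.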

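At 1 day, 375 of the loci were misregulated in *sig2-2*, of which 295 were raised and 80 were lowered. At 7 days, 1251 loci were misregulated, of which 671 were raised and 580 were lowered. The fold threshold moved these counts most, since without it 1931 loci at 1 day and 7671 loci at 7 days had a q-value under 0.05 in the authors' deposited table. Of the former, 1156 were raised and 775 were lowered, so that 59.9% were raised, against 78.7% of the misregulated loci. Among genes listed at 1 FPKM or more in both genotypes, the seed storage albumin gene *SESA3* (AT4G27160) rose most at 1 day, from 1.63 FPKM in WT to 67.2 FPKM in *sig2-2* (log2 change 4.70). *EPR1* (AT2G27380) rose from 27.4 to 489.9 FPKM (log2 change 4.11), and *EXT13* followed. Apart from *SIG2*, the largest falls at 1 day were those of *NTL8* (AT2G27300), from 11.1 to 1.57 FPKM (log2 change −2.24), and of AT2G43860, from 14.0 to 2.44 FPKM (log2 change −2.13). At 7 days, *ASN1* (AT3G47340) rose from 1.11 FPKM in WT to 132 FPKM in *sig2-2* (log2 change 5.97). *SEN1* (AT4G35770) rose from 7.94 to 186 FPKM (log2 change 4.39), and *ICL* (AT3G21720) rose from 1.25 to 35.2 FPKM (log2 change 4.01). Again apart from *SIG2*, the largest falls at 7 days were those of AT1G13609 and *BCAT4* (AT3G19710). AT1G13609 fell from 93.9 to 1.40 FPKM at 7 days (log2 change −5.31), with a q-value of 0.0326 in the authors' deposited table. *BCAT4* fell from 91.7 to 1.99 FPKM (log2 change −4.95).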

From a RNA‐Seq‐based comparison of 1‐ or 7 days‐old samples of WT and *sig2‐2* mutant seedlings, we identified 515 and 1,711 misregulated genes (≥2‐fold changes, *q*‐value <.05), respectively (Figure 1a). Among these genes, 106 genes were misregulated at both 1 and 7 days, with 409 genes distinctly misregulated early in development at 1 day and 1,605 genes misregulated at 7 days. 

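On the log2 scale with a pseudocount of 1, 68 loci were misregulated at both ages, 307 only at 1 day and 1183 only at 7 days. The pseudocount moved the overlap most. It was 103 loci with a pseudocount of 0.1, and 106 loci with none and finite ratios only, a setting chosen after seeing the data. Passing the thresholds at 1 age only is not a tested difference between the ages, because the files hold no replicates with which to test it.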

The misregulated genes were subjected to functional classification using gene ontology (GO)::TermFinder (Boyle et al., 2004) or (GO) annotations of TAIR (www.arabidopsis.org/tools/bulk/go/index.jsp). Among 515 genes misregulated in 1 day samples of *sig2‐2* mutant seedlings, 127 categories were significantly overrepresented in GO::TermFinder analysis (Table S2). By comparison, functional classification (Boyle et al., 2004) of genes misregulated in *sig2‐2* from 7 days using (GO)::TermFinder samples indicated that 255 categories were significantly overrepresented (Table S3).

**Figure 1:**
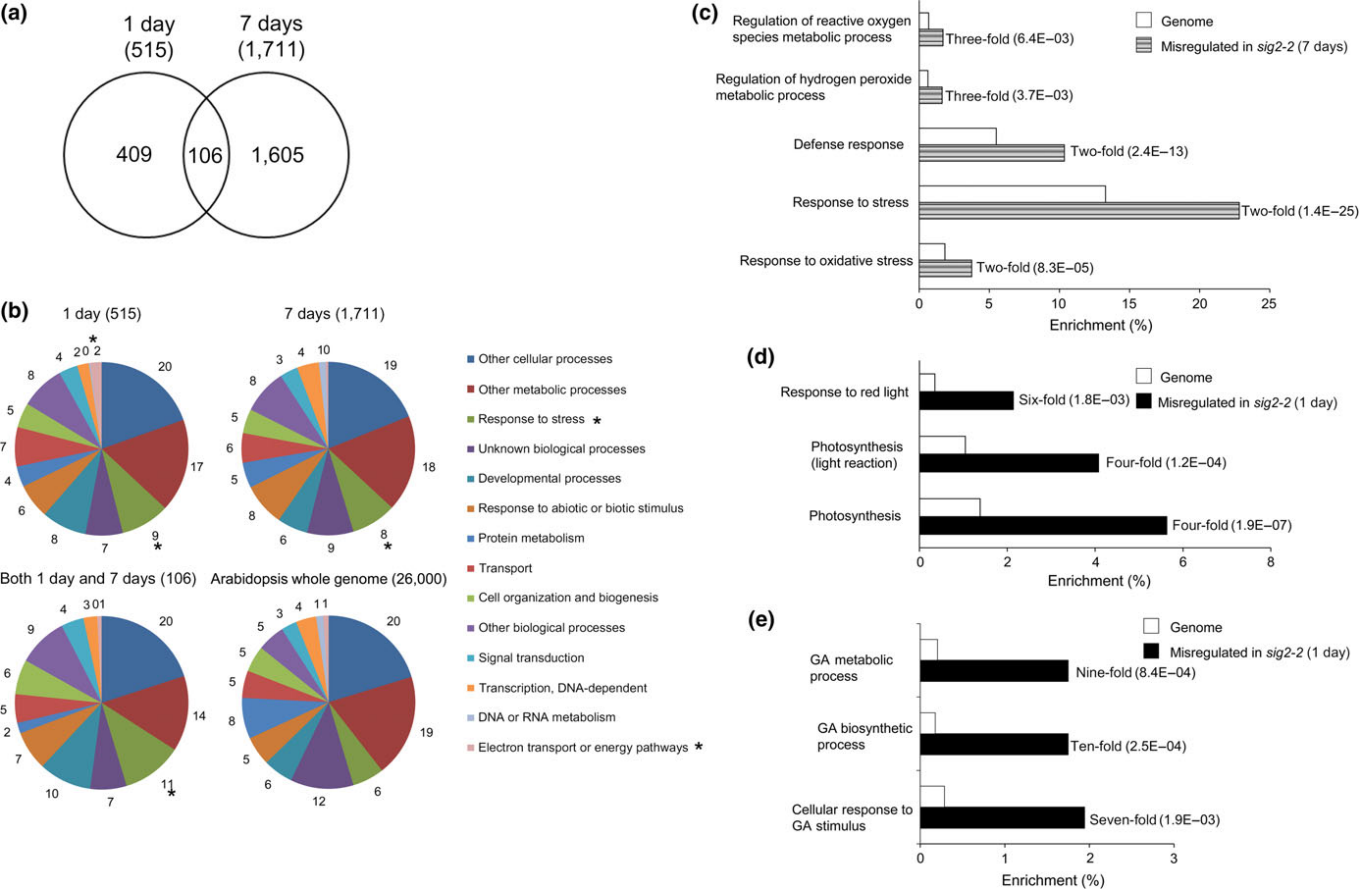
RNA‐Seq analysis of genes misregulated in *sig2‐2* mutant. (a) Venn diagram of genes misregulated in *sig2‐2* compared with Col‐0 wild‐type (WT) (≥2‐fold changes, *q*‐value <.05). One‐day‐old or seven‐day‐old seedlings grown on MS medium containing 1% sucrose and 0.7% Phytoblend agar at 22°C under Rc (50 μmol m^−2^ s^−1^) were used. (b) GO annotations of genes misregulated in *sig2‐2* using TAIR (www.arabidopsis.org/tools/bulk/go/index.jsp). Misregulated genes and ~26,000 genes from Arabidopsis whole genome were grouped based on GO categorization, and the enrichment of selected categories was indicated as percentage. An asterisk on the pie chart indicates a category of interest. (c to e) Categorization of genes misregulated in one‐day‐old *sig2‐2* (d, e) or seven‐day‐old *sig2‐2* (c) seedlings using Go::TermFinder. Enrichment of selected categories in GO biological process is indicated as fold change and *p* values (in parentheses) on bar graph

During the growth and development of plants, expansion of the cell wall is essential. The cell wall is comprised of a complex network of various polysaccharides, including cellulose, hemicelluloses, and pectins, as well as glycoproteins (e.g., extensins) (Keegstra, 2010). Extensins are hydroxyproline‐rich glycoproteins (HRGPs), covalently cross‐linked in cell walls, and have been recognized as important proteins in the expansion of cell walls (Cannon et al., 2008; Lamport, Kieliszewski, Chen, & Cannon, 2011). Additionally, extensins are implicated in root development at distinct developmental stages (reviewed in Somssich, Khan, & Persson, 2016). Based on distinct repetitive amino acid sequence related to potential protein function, the 20 extensin proteins in Arabidopsis have been categorized into four distinctive groups, I, IIa, IIb, and IIc (Cannon et al., 2008). 

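The 8 extensin genes of group IIb lie on chromosomes 2, 4 and 5. At 1 day, each of them was misregulated and higher in *sig2-2*, with a median log2 change of 3.13 and a range from 2.52 for *EXT7* to 3.81 for *EXT13*. That median was above those of all 10000 random lists of 8 loci matched on mean expression, which reached at most 0.48. *EXT13* (AT5G35190, chromosome 5 from 13434181 to 13435167) rose from 10.9 FPKM in WT to 165 FPKM in *sig2-2*, with a q-value of 0.00103 in the authors' deposited table. *EXT6* (AT2G24980) rose from 13.7 to 123 FPKM, and *EXT7* (AT4G08400) rose from 0.773 to 9.20 FPKM. At 7 days, the 8 genes were lower in *sig2-2*, with a median log2 change of −1.62, below those of all 10000 matched lists, of which the lowest was at −1.02. *EXT13* was at 16.9 FPKM in WT and 3.56 FPKM in *sig2-2* (log2 change −1.97). *EXT6* was at 8.72 and 2.14 FPKM (log2 change −1.63), with a q-value of 0.00026 in the authors' deposited table. *EXT7* at −0.84 and *EXT12* at −0.83 stayed under 2-fold at 7 days, and both passed 2-fold with a pseudocount of 0.1, at −1.64 and −1.29. That pseudocount also moved the set most, to a median of 3.34 for the group IIb extensins at 1 day and −2.06 for the group IIb extensins at 7 days. The paper singled out this group from these same samples, so the comparisons with matched lists are not independent of that choice. Sequence can recur within such a gene or be shared between genes, and a count of words found once does not separate these. In the TAIR10.1 genome, between 45.9% (*EXT7*) and 100% (*EXT12*) of the exonic words of 55 nt, the length of the reads, occurred once.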

We noticed that all eight genes in group IIb (i.e., *EXT6* – *EXT13*) were highly upregulated in the *sig2‐2* mutant at 1 day, whereas these genes were all downregulated in the *sig2‐2* mutant at 7 days, compared to Col‐0 WT (Figure S1 and Table S4). We, then, generated heat maps for the expression of extensin genes in various tissues and light treatments using public Arabidopsis microarray database (AtGenExpress) and observed high levels of expression of these extensin genes in roots, suggesting root‐related functions (Figure S2). Notably, the *sig2‐2* mutant exhibits short roots in red‐light conditions (Oh & Montgomery, 2013). Relatedly, Velasquez et al. (2011) reported a short root hair phenotype for homozygous T‐DNA mutant lines for *EXT6*,* EXT7*,* EXT10*,* EXT11*, and *EXT12* type IIb extensin genes. Additionally, consistent with the previously observed disruption in the root elongation phenotype in *sig2‐2* (Oh & Montgomery, 2013), multiple genes related to root development or differentiation and root morphology were misregulated in this line under red light (Table S2).

A disproportionate number of misregulated genes in *sig2‐2* were assigned to the “response to stress” category, as compared to those in the whole genome of Arabidopsis (11% in “both 1 and 7 days” group of genes vs. 6% in Arabidopsis whole genome) (Figure 1b). Among these, subsets of genes associated with the regulation of reactive oxygen species (ROS) metabolic processes, regulation of hydrogen peroxide metabolic processes, response to oxidative stress, and responses to defense/stress were highly overrepresented (Figure 1c). These results suggested that regulation of stress‐related genes by SIG2‐mediated signaling is correlated with photomorphogenesis of Arabidopsis seedlings in Rc light.

A number of electron transport/energy pathway‐related genes were also overrepresented in a comparison of *sig2‐2* and WT at 1 day as compared with the whole genome of Arabidopsis (2% in 1 day of *sig2‐2* vs. WT compared to 1% in Arabidopsis whole genome) (Figure 1b). In addition, a number of nuclear photosynthesis‐related genes and R‐light‐responsive genes were misregulated in *sig2‐2* relative to WT, as compared to those in the entire genome of Arabidopsis (Figure 1d). This observation of misregulation of photosynthesis‐related genes under red‐light conditions is consistent with the recognized involvement of sigma factor proteins in transcriptional regulation of photosynthesis genes (Kanamaru et al., 1999) and its previously described role in white light as a retrograde signaling component for the regulation of PhANGs (Woodson et al., 2013).

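The TAIR10.1 annotation gives 52 nuclear genes a symbol or synonym that refers to a photosystem or to light harvesting. They were matched by name only, so some, such as *APO1* and *APO4*, need not be subunits of a complex. At 1 day, 47 of the 52 genes were higher in *sig2-2* and 5 were lower, with a median log2 change of 0.58. This lay above all 10000 lists matched on mean expression, whose medians ran from −0.11 to 0.13. Of the 52 genes, 12 were misregulated, all of them raised. With no fold threshold, 33 had a q-value under 0.05 in the authors' deposited table, and these too were all raised. At 7 days the direction was the other way, with 42 of the 52 lower in *sig2-2* and 10 higher. Their median log2 change was then −0.22, at the 17.2 percentile of matched lists, whose own median was −0.18. Loci of like abundance thus fell as well, and what they encode was not examined. The percentile therefore does not place the 52 genes against loci in general. At that age 27 had a q-value under 0.05 in the authors' deposited table, of which 21 were lower and 6 were higher. The red-light-responsive genes were not analysed here, since the text does not list them.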

A number of gibberellins (GA) biosynthetic process‐related genes were significantly (~10‐fold) misregulated in *sig2‐2* relative to WT, as compared to those in the entire genome of Arabidopsis (Figure 1e, Table S2). 

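The genes of the GO category are not listed in the text and were not analysed here. The 22 GA genes of Table S5 are another list, in which the paper's table marks no gene as changed at 1 day, so their values do not test the enrichment. None of them was misregulated at 1 day in the values used here, and none had a q-value under 0.05 in the authors' deposited table. The 12 genes listed at 1 FPKM or more in either genotype had a median log2 change of 0.01 at 1 day. *GA2ox6*, on chromosome 1 from 486801 to 489577, had the largest change, from 0.556 FPKM in WT to 2.15 FPKM in *sig2-2* (log2 change 1.02), with a q-value of 0.0793 in the authors' deposited table. The 20 nuclear genes with gibberellin in their TAIR10.1 name are not the GO category either. Of these, 10 were listed at 1 FPKM or more in at least 1 condition, and none of these 10 was misregulated at 1 day. With no fold threshold, 1 of the 10 had a q-value under 0.05 at 1 day in the authors' deposited table, *GAI* (AT1G14920), which was lower in *sig2-2*, at 29.4 FPKM in WT and 21.0 FPKM in *sig2-2* (log2 change −0.46).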

Genes related to GA metabolic processes (ninefold) and cellular responses to GA stimulus (sevenfold) were also significantly misregulated in the *sig2‐2* mutant (Figure 1e, Table S2). These observations suggest a role for SIG2‐mediated aspects of GA signaling, perhaps as a part of SIG2‐mediated retrograde signaling. As most hormones are synthesized at least partly in chloroplasts, these molecules can be considered as triggers for retrograde signaling. For example, exogenous treatment of plants with gibberellic acid (GA) results in the repression of both transcription (tested by run‐on assays) and transcript accumulation (tested by RNA blot hybridization) of chloroplast genes (Zubo, Yamburenko, Kusnetsov, & Börner, 2011). However, the precise role of GA in the SIG2‐mediated retrograde signaling has not been demonstrated.

### 3.2 Retrograde‐dependent role of SIG2 in GA signaling during photomorphogenesis

Loss of function of *SIG2* causes photomorphological defects such as a long hypocotyl and small‐ and pale‐green cotyledons in R light (Oh & Montgomery, 2013). As *SIG2* is regulated by phytochrome and these phenotypic defects were specific to wavelengths associated with phytochrome signaling, these observed photomorphogenic phenotypes suggest a role of SIG2 in phytochrome‐mediated, R‐light‐specific regulation during photomorphogenesis (Oh & Montgomery, 2013). GAs, tetracyclic diterpenoid hormones, promote hypocotyl elongation, while paclobutrazol (PAC) as a GA biosynthesis inhibitor prevents this elongation (Collett, Harberd, & Leyser, 2000; Cowling, Kamiya, Seto, & Harberd, 1998). Additionally, GA has been implicated in repressing photomorphogenesis in darkness (Alabadí, Gil, Blázquez, & García‐Martínez, 2004). GA is involved in phytochrome‐mediated hypocotyl development by regulation of DELLA proteins, which serve as transcriptional regulators for photomorphogenesis (Achard et al., 2007; Hedden & Phillips, 2000). Our RNA‐Seq analysis showed that GA signaling‐related genes were overrepresented in 1‐d‐old *sig2‐2* seedlings vs. WT, as compared to representation in the whole genome (Figure 1e). Given the elongated hypocotyl of *sig2‐2* in Rc (Oh & Montgomery, 2013; Figure 2a) and the impact of GA levels on hypocotyl elongation (Alabadí et al., 2004), we hypothesized that misregulation of GA genes in *sig2* mutants may be directly related to the observed growth defects. Thus, to assess the physiological relevance of these gene expression analyses, we tested the effect of exogenous gibberellic acid (GA_3_) or GA inhibitor paclobutrazol (PAC) on hypocotyl elongation of *sig2* mutants in Rc light. Wild‐type and a weak *sig2* mutant, that is, *sig2‐3*, showed long hypocotyls in the presence of high concentrations of GA_3_; however, two strong *sig2* mutants, *sig2‐2* and *sig2‐4*, exhibited only a minor response to exogenous GA_3_ treatment in regards to hypocotyl elongation in Rc light (Figures 2a and b). Additionally, *sig2‐2* and *sig2‐4* mutants did not exhibit any significant change in the development of cotyledons upon GA_3_ treatment (Figure 2a). PAC inhibited elongation of hypocotyls in both WT, as expected (Feng et al., 2008), as well as in *sig2* mutants in a dosage‐dependent manner (Figure 2c). Our RNA‐Seq data for GA signaling‐related genes, altered *sig2* mutant sensitivity to GA_3_, and standard responsiveness to PAC in *sig2* mutants suggested a retrograde‐associated transcriptional role of SIG2 in GA‐dependent processes during photomorphogenesis. 

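*GA3OX1* (AT1G15550, listed as GA4) lies on chromosome 1 from 5344478 to 5346166. At 7 days, its transcript was at 7.65 FPKM in WT and 2.39 FPKM in *sig2-2*. It was thus 3.21-fold lower in *sig2-2* (log2 change −1.35 with the pseudocount), with a q-value of 0.00026 in the authors' deposited table. At 1 day, it was at 20.5 FPKM in WT and 25.5 FPKM in *sig2-2*, with a q-value of 0.0663 in the authors' deposited table.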

Among misregulated GA genes in *sig2‐2*, a GA biosynthesis gene, *GIBBERELLIN 3‐OXIDASE 1* (*GA3OX1*,* At1g15550*), which was significantly (3.2‐fold) downregulated in a 7‐d‐old *sig2‐2* mutant, was confirmed by semiquantitative RT‐PCR analysis (Figure S3). This gene is of particular interest as it is involved in the conversion of inactive GA precursors to bioactive GA molecules, GA4 and GA1 (Zhou, Yu, & Pharis, 2004); yet, *GA3OX1* is also downregulated when seeds are treated with exogenous GA (Thomas, Phillips, & Hedden, 1999). Thus, misregulation of *GA3OX1* in addition to downregulation of *GA2OX4* (Table S5), which encodes a protein involved in inactivation of bioactive GAs (Yamaguchi, 2006), potentially suggested altered intracellular GA homeostasis. 

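At the position of At1g47990 in TAIR10.1, the authors' table lists a locus named ATGA2OX4 under another identifier, AT1G02400, which the table also gives to the locus at the position of *GA2ox6*. The locus lies on chromosome 1 from 17698655 to 17700834. This locus was at 0.124 FPKM in WT and 0.135 FPKM in *sig2-2* at 1 day. At 7 days it was at 0.496 FPKM in WT and 2.11 FPKM in *sig2-2*, a log2 change of 1.05 with a q-value of 0.0749 in the authors' deposited table.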

The regulation of *GA3OX1* and *GA2OX4*, however, is more complex in that these are also GA‐responsive genes, which show downregulation and upregulation, respectively, upon treatment of seedling with bioactive GA (Thomas et al., 1999).

**Figure 2:**
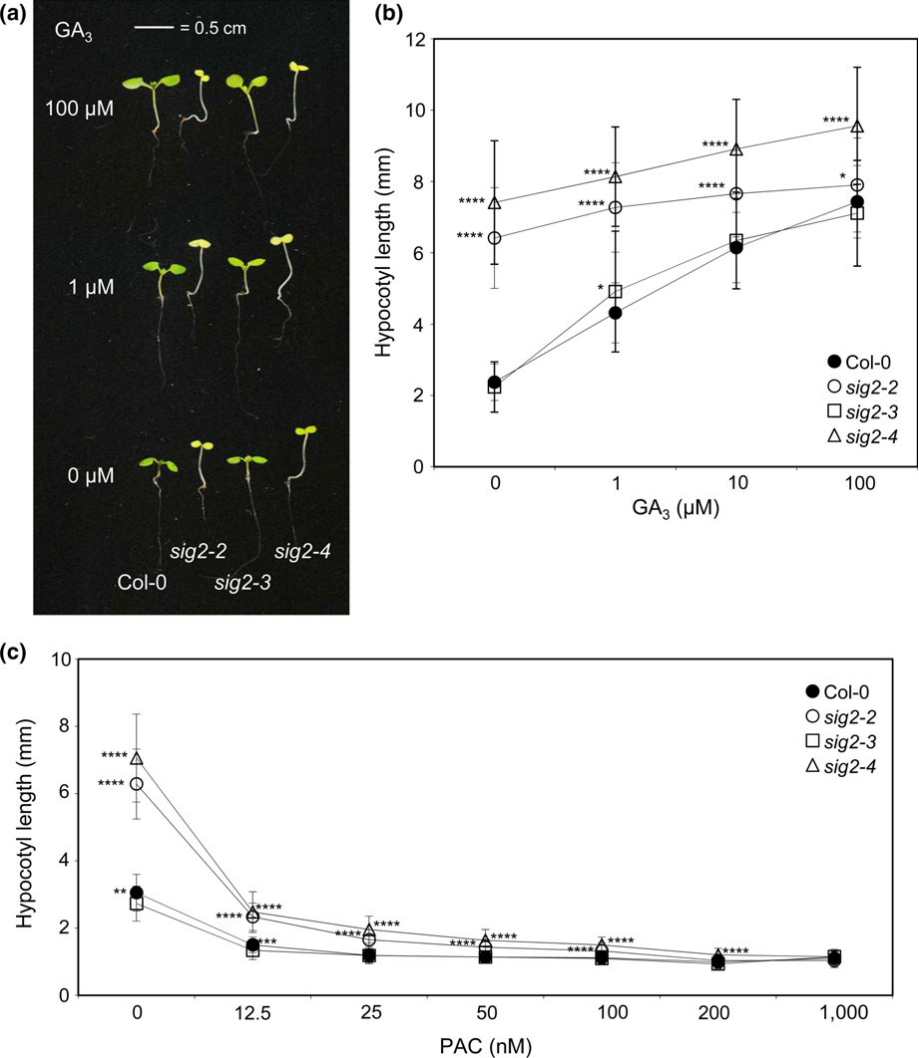
GA_3_‐sensitivity test on hypocotyl growth in Col‐0 WT and *sig2* mutant seedlings. Seedlings were grown on MS medium containing 1% sucrose and 0.7% Phytoblend agar with various concentrations of (a, b) gibberellic acid (GA_3_) or (c) paclobutrazol (PAC) at 22°C for 7 days under constant Rc (50 μmol m^−2^ s^−1^). (a) Representative images of seedlings were shown. The scale bar indicated 0.5 cm. (b, c) Data points in graphs represent mean hypocotyl lengths of seedlings (±*SD*,* n* ≥ 25). Unpaired, two‐tailed Student's *t* test comparing *sig2* mutants to Col‐0 WT for each (B) GA_3_ or (C) PAC concentration, *p < .05, **p < .005, ***p < .0005, ****p < .00005

### 3.3 Retrograde‐associated transcriptional role of SIG2 in H_2_O_2_‐mediated stress response

Functional categorization of misregulated genes from RNA‐Seq analysis showed that a large number of genes related to the regulation of reactive oxygen species (ROS) and hydrogen peroxide (H_2_O_2_) metabolic processes were misregulated in *sig2‐2* relative to WT (Figure 1c). To determine whether these gene expression changes were correlated with changes in intracellular ROS levels, we measured the level of H_2_O_2_ in *sig2* mutants grown in white light for either 7 or 40 days (Figure 3). The level of H_2_O_2_ was high (>2.3‐fold greater than WT) in *sig2‐2* or *sig2‐4* compared with WT, at both seedling and adult stages, but levels were not altered in weak mutant *sig2‐3* (Figure 3). Notably, ROS, intermediates from the Calvin–Benson–Bassham (CBB) cycle, ATP/ADP ratios, and NADPH/Fd redox states during photosynthesis, all have been proposed as potential signals for the regulation of cyclic electron flow (CEF), an important component in photosynthesis and which serves a role in protection from photostress (Breyton, Nandha, Johnson, Joliot, & Finazzi, 2006; Fan et al., 2007; Gambarova, 2008; Joliot & Joliot, 2002; Lascano, Casano, Martin, & Sabater, 2003; Strand et al., 2015). For example, infiltration of Arabidopsis leaves with H_2_O_2_ resulted in elevated levels of CEF, and CEF is indeed activated by H_2_O_2_ (Strand et al., 2015). Thus, the elevated H_2_O_2_ levels in strong *sig2* mutants may indicate disruptions in specific photosynthetic parameters.

**Figure 3:**
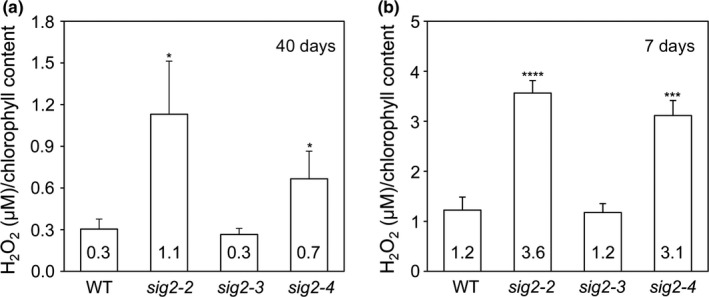
The measurement of H_2_O_2_ contents in wild‐type and *sig2* mutants. The level of H_2_O_2_ was measured using Amplex Red assay and normalized to total chlorophyll content. (a) The level of H_2_O_2_ measured using three leaf disks from wild‐type (WT) and *sig2* mutants grown on soil under white light (100 μmol m^−2^ s^−1^, long‐day condition with 8 hr dark/16 hr light cycle) at 22°C for 40 days. (b) The level of H_2_O_2_ measured using seedlings of WT and *sig2* mutants (*n* = 27) grown on MS medium under constant white light (100 μmol m^−2^ s^−1^) at 22°C for 7 days. Data points in graphs represent mean (±*SD*,* n* = 4 biological repeats). Unpaired, two‐tailed Student's *t* test comparing *sig2* mutants to Col‐0 WT, *p < .05, **p < .005, ***p < .0005, ****p < .00005

### 3.4 SIG2 is required for the retrograde signaling‐dependent regulation of photosynthesis‐related genes in red light and maintenance of photosynthetic efficiency

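Among the nuclear genes of PSI and PSII in Table 1, 17 of 18 were higher in *sig2-2* than in WT at 1 day, and 12 were misregulated. Their median log2 change was 1.06. All 10000 lists of 18 loci matched on mean expression had lower medians, of at most 0.22, although the genes were picked from these same samples and the comparison is not independent of that choice. The median moved most when genes with a mean under 5 FPKM were left out, to 1.09. The 7 PSI genes ranged from 0.96 (*PsaO*) to 1.68 (*PsaK*). *PsaK* (AT1G30380) rose from 11.0 FPKM in WT to 37.5 FPKM in *sig2-2*, with a q-value of 0.00103 in the authors' deposited table. Among PSII genes, *LHCB1.3* (AT1G29930) rose from 128 to 281 FPKM (log2 change 1.13) and *PsbR* (AT1G79040) from 58.8 to 126 FPKM (log2 change 1.09). *LHCA2* at 0.98 and *PsaO* stayed under 2-fold, and both passed it with a pseudocount of 0.1, at 1.01 and 1.00. The *LHCB1* genes have near-identical copies between which reads could be split, and from 82.2% (*LHCB1.1*) to 87.9% (*LHCB1.4*) of their exonic words of 55 nt occurred once in TAIR10.1.

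**Figure D1:**
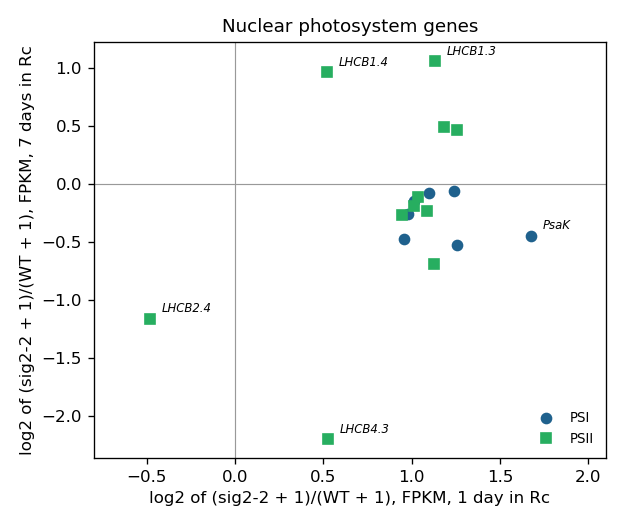
Changes of the nuclear photosystem genes in *sig2-2* against WT, as log2 of (*sig2-2* + 1)/(WT + 1) in FPKM, at 1 day (horizontal axis) and 7 days (vertical axis) in Rc light. Each point is 1 gene, with circles for PSI and squares for PSII; 17 of the 18 genes lie right of 0 at 1 day, and *LHCB4.3* lies lowest at 7 days.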

As anticipated, given prior evidence of a role for SIG2 in chlorophyll biosynthesis and chloroplast development and signaling, we found that several nucleus‐encoded photosystem I (PSI)‐, photosystem II (PSII)‐related genes, and chlorophyll biosynthetic pathway genes were misregulated in *sig2‐2* (Table 1). We validated RNA‐Seq data of two nucleus‐encoded PSI/II‐associated genes, *LHCB2.4* (i.e., PSII gene) and *PsaE* (*photosystem I subunit E,* i.e., PSI gene) using quantitative RT‐PCR (qRT‐PCR) analysis (Figure S4). These two genes were chosen for validation of RNA‐Seq data because they were significantly downregulated in mesophyll‐specific phytochrome‐deficient lines, tested by our group previously (Oh et al., 2013), and, thus, may be related to the red‐light‐specific defects in *sig2‐2* mutants. 

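*LHCB2.4* (AT3G27690, chromosome 3 from 10255947 to 10257011) was at 766 FPKM in WT and 342 FPKM in *sig2-2* at 7 days, a log2 change of −1.16 with a q-value of 0.00026 in the authors' deposited table. At 1 day it was at 1.44 FPKM in WT and 0.745 FPKM in *sig2-2*. *PsaE* is listed as PSAE-2 (AT2G20260, chromosome 2 from 8736734 to 8739677). It was at 16.5 FPKM in WT and 40.3 FPKM in *sig2-2* at 1 day (log2 change 1.24), and at 749.9 and 717 FPKM at 7 days (log2 change −0.07).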

Consistent with RNA‐Seq data, qRT‐PCR analysis demonstrated that *LHCB2*.4 was downregulated in *sig2‐2* (7 days), and *PsaE* was upregulated in *sig2‐2* (1 day). These results suggest that SIG2 has a role in transcriptional regulation of not only plastid‐encoded genes, but also nucleus‐encoded photosynthesis‐related genes, as previously reported for SIG2‐mediated retrograde signaling (Woodson et al., 2013). As similar expression patterns of several photosynthesis‐related genes were observed in mesophyll‐deficient phytochrome lines and *sig2* mutants, phytochrome‐dependent regulation of *SIG2* expression is important for anterograde signaling (Oh & Montgomery, 2013) and retrograde signaling back to the nucleus (Woodson et al., 2013).

**Table 1:** RNA‐Seq analysis on nucleus genes encoding subunits of photosystem I (PSI) and photosystem II (PSII) and encoding steps of the chlorophyll biosynthetic pathway

AGI no.	Gene ID	Function	1 day				7 days			
			WT	*sig2‐2*	*sig2‐2* /WT^a^	Cutoff^b^	WT	*sig2‐2*	*sig2‐2* /WT^a^	Cutoff^b^
*At3g61470*	*LHCA2*	PSI	18	37	1.0	Yes	2,241	1,869	−0.3	No
At1g61520*	*LHCA3*	PSI	39	84	1.1	Yes	3,841	3,633	−0.1	No
*At1g29920*	*LHCB1.1*	PSII	8	20	1.4	Yes	4,303	5,953	0.5	Yes
*At1g29930*	*LHCB1.3*	PSII	128	281	1.1	Yes	16,930	35,208	1.1	No
*At2g34430*	*LHCB1.4*	PSII	1	2	0.8	No	1,637	3,190	1.0	Yes
*At2g34420*	*LHCB1.5*	PSII	24	56	1.2	Yes	3,759	5,292	0.5	Yes
At3g27690*	*LHCB2.4*	PSII	1	1	−0.9	No	766	342	−1.2	Yes
*At5g54270*	*LHCB3*	PSII	35	73	1.1	Yes	2,773	2,570	−0.1	No
At5g01530*	*LHCB4.1*	PSII	59	119	1.0	Yes	2,643	2,319	−0.2	No
At2g40100*	*LHCB4.3*	PSII	4	7	0.6	No	26	5	−2.4	Yes
At4g10340*	*LHCB5*	PSII	48	93	1.0	Yes	3,510	2,915	−0.3	No
At2g20260*	*PsaE*	PSI	16	40	1.3	Yes	750	717	−0.1	No
At3g16140*	*PsaH1*	PSI	15	31	1.1	Yes	1,306	1,177	−0.1	No
At1g30380*	*PsaK*	PSI	11	37	1.8	Yes	2,799	2,050	−0.4	Yes
At4g12800*	*PsaL*	PSI	23	57	1.3	Yes	2,857	1,978	−0.5	Yes
At1g08380*	*PsaO*	PSI	14	28	1.0	Yes	3,624	2,607	−0.5	Yes
At4g05180*	*PsbQ‐2*	PSII	2	6	1.5	Yes	1,308	812	−0.7	Yes
At1g79040*	*PsbR*	PSII	59	126	1.1	Yes	5,064	4,319	−0.2	No
At5g54190*	*PORA*	CP	8	17	1.1	Yes	12	5	−1.2	Yes
At1g03630*	*PORC*	CP	69	80	0.2	No	196	82	−1.3	Yes

Genes were selected by >2‐fold change with significant cutoff (yes or no) in at least one sample between 1 and 7 days from RNA‐Seq analysis. Photosystem I (PSI) and PSII‐related genes, nuclear‐encoded; chlorophyll biosynthetic pathway genes (CP), nuclear‐encoded.

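At 7 days, 14 of the 18 photosystem genes of Table 1 were lower in *sig2-2*, with a median log2 change of −0.21. Matched lists gave a median of −0.20, and the genes' own value stood at the 42.9th percentile of the 10000 lists. Only the 18 genes were kept out of these lists, which could draw other photosystem genes of like abundance. The percentile therefore does not show whether the 18 genes fell more than loci of other kinds. *LHCB4.3* (AT2G40100) fell most, from 25.8 FPKM in WT to 4.83 FPKM in *sig2-2*, a log2 change of −2.20, and together with *LHCB2.4* made up the misregulated genes. The 4 *LHCB1* genes were higher in *sig2-2*. *LHCB1.3* rose from 16930 to 35208 FPKM (log2 change 1.06), with a q-value of 0.0528 in the authors' deposited table. *LHCB1.4* rose from 1637 to 3190 FPKM (log2 change 0.96), with a q-value of 0.00026 in the authors' deposited table. All 7 PSI genes were lower, between −0.53 (*PsaL*) and −0.07, and none reached 2-fold.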

a Fold change (in log2 scale).

b Significant with *q*‐value <.05. Asterisks on AGI no. indicates genes, downregulated by retrograde signals as identified by microarray analysis from Tables S6–S7 of Woodson et al. (2013).

To evaluate the physiological impacts of apposite regulation of SIG2 and associated regulation of H_2_O_2_ levels on photosynthesis in vivo, we measured quantum efficiency of PSII (Φ_II_) and nonphotochemical quenching (NPQ) of *sig2* mutants compared to WT using a noninvasive, real‐time fluorescence imaging system as described previously (Cruz et al., 2016). At the adult stage, strong *sig2* mutants, *sig2‐2* or *sig2‐4*, were small and pale green with fewer leaves compared with a weak *sig2‐3* mutant or WT (Figure 4a), similar to phenotypes observed in seedlings (Oh & Montgomery, 2013; Shirano et al., 2000). Adult plants were treated with five different light regimes (R1 to R5) during a long‐day photoperiod of 16 hr light/8 hr dark for 5 days. In detail, R1 and R4 were constant laboratory light conditions at 100 μmol m^−2^ s^−1^ during the light period; R2 was sinusoidal light peaking at 500 μmol m^−2^ s^−1^ that was intended to mimic a sunny day; R3 and R5 represented cloudy days with fluctuating sinusoidal light with a maximum at 1,000 μmol m^−2^ s^−1^. *sig2‐2* and *sig2‐4* mutants exhibited low levels of Φ_II_ relative to WT, whereas *sig2‐*3 showed a level of Φ_II_ comparable to WT (Figure 4b). Additionally, the level of NPQ was high in *sig2‐2* and *sig2‐4* lines compared to WT (Figure 4b). Because plants were adapted under 100 μmol m^−2^ s^−1^ of white light before examining, the differences in photosynthetic parameters were most prominent when plants were exposed to higher or fluctuating light intensities (e.g., R2, R3, or R5).

**Figure 4:**
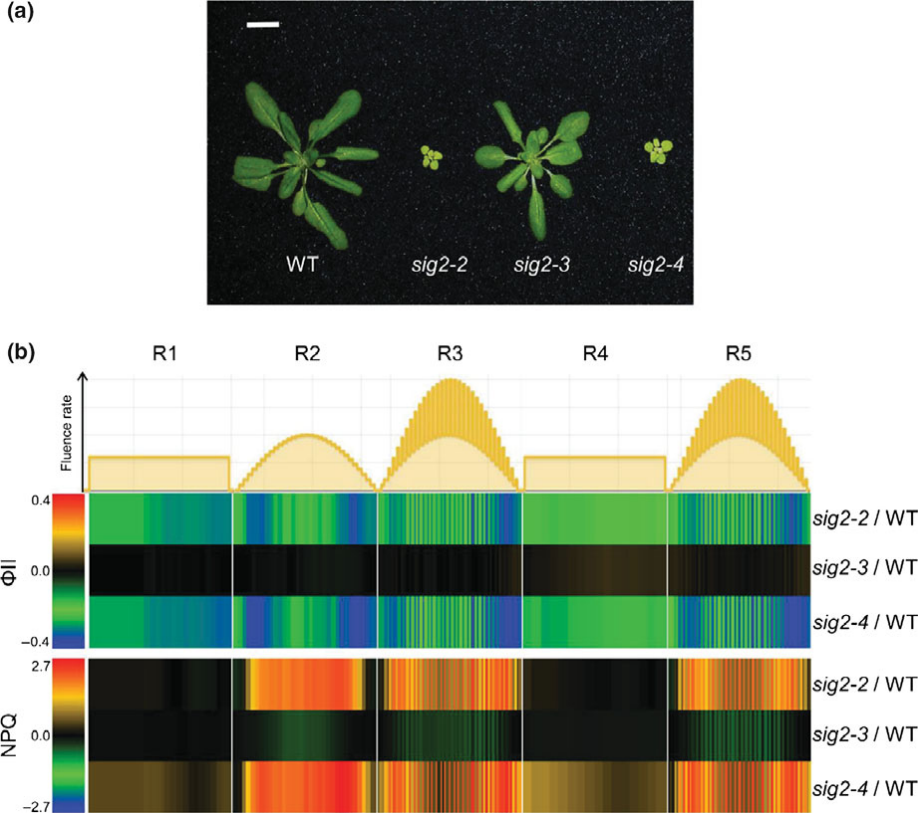
Φ_II_ and NPQ measurements in adult wild‐type and *sig2* mutants. (a) Representative image of adult plants grown on soil under white light (100 μmol m^−2^ s^−1^, long‐day condition with 8 hr dark/16 hr light cycle) at 22°C for 30 days. The scale bar indicated 1 cm. (b) Heatmap showing the level of Φ_II_ (photochemical efficiencies of PSII) and NPQ (nonphotochemical quenching), calculated from chlorophyll fluorescence images captured under five different light regimes (R1 to R5) during the course of 5 days using two‐week‐old plants grown on soil under white light (100 μmol m^−2^ s^−1^). R1, constant light (100 μmol m^−2^ s^−1^); R2, sinusoidal light with maximum 500 μmol m^−2^ s^−1^; R3, fluctuating light between two sinusoidal light intensity curves with maximum 1000 μmol m^−2^ s^−1^; R4 and R5, repeat R1 and R3, respectively. Difference between mutants and wild‐type (WT) was shown. Red denotes increased relative level of Φ_II_ or NPQ in mutants compared to WT; blue denotes decreased level of Φ_II_ or NPQ in mutants compared to WT

### 3.5 Low photosynthetic performance and high rates of CEF are apparent in *sig2* mutants

In addition to utilizing a real‐time fluorescence imaging system, we performed more detailed in vivo light‐induced fluorescence and absorbance spectroscopic assays using attached, expanded leaves from 40‐day‐old plants under various light intensities (116–500 μmol m^−2^ s^−1^) to examine more closely the effects of SIG2 on photosynthesis. Using saturation pulse chlorophyll fluorescence yield changes, we measured Φ_II_ and NPQ in WT and *sig2* mutants under these conditions. Similar to data obtained from a fluorescence imaging system (Figure 4b), the level of Φ_II_ was low (about twofold) in *sig2‐2* and *sig2‐4* (Figure 5a), and the level of NPQ was intensity‐dependent and about threefold higher in these mutant lines, compared with WT or *sig2‐3* (Figure 5b). *sig2‐2* and *sig2‐4* mutants exhibited lower (approximately 20% reduction) levels of maximal quantum yield of PSII (Fv/Fm), compared with WT (Figure 5c).

**Figure 5:**
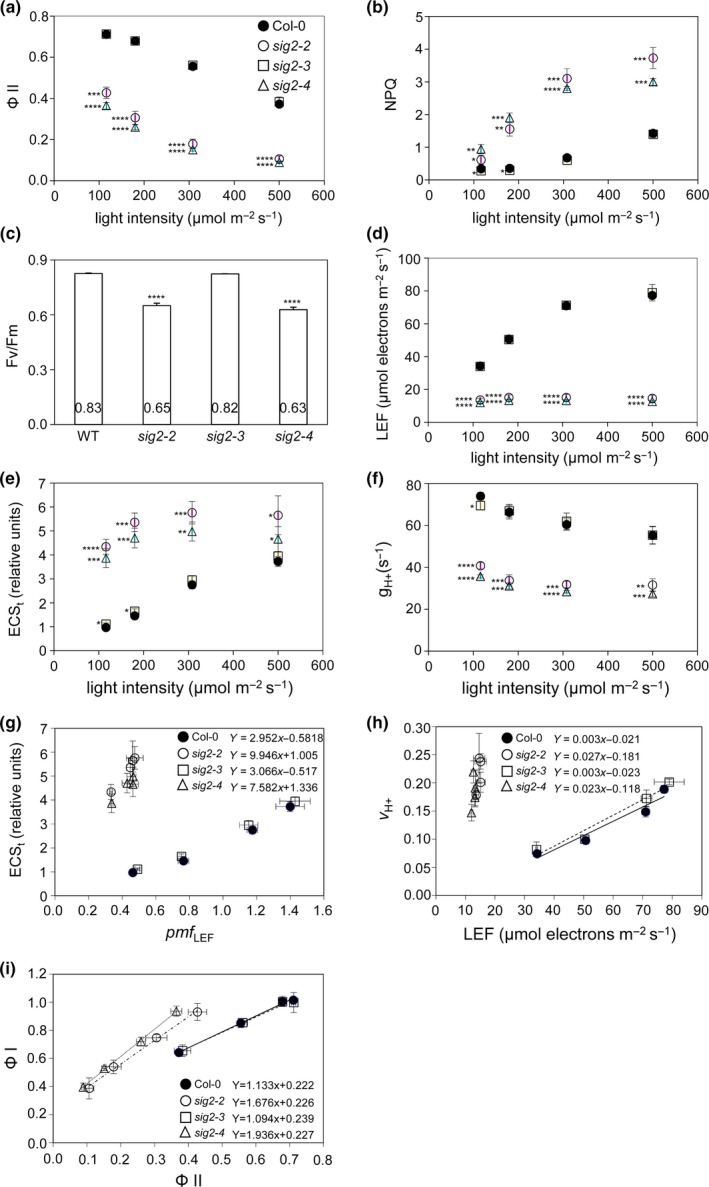
Measurement of photosynthetic properties in wild‐type and *sig2* mutants grown on soil. Plants were grown at 22°C under white light (100 μmol m^−2^ s^−1^, long‐day condition with 8 hr dark/16 hr light cycle) for 40 days. Undetached leaves from WT (filled circle), *sig2‐2* (open circle), *sig2‐3* (square), or *sig2‐4* (triangle) were used for measurements of distinct photosynthetic properties. (a) Φ_II_ (photochemical efficiency of PSII) vs. light intensity, (b) NPQ (nonphotochemical quenching) vs. light intensity, (c) maximal quantum yield of PSII (Fv/Fm), (d) LEF (linear electron flow) vs. light intensity, (e) ECS_t_ (total magnitude of ECS decay) vs. light intensity, (f) $g_{H}^{+}$ (steady‐state rate of proton flux) vs. light intensity, (g) ECS_t_ versus *pmf* _LEF_ (*pmf*, generated solely by LEF), (h) CEF (cyclic electron flow) determined from slope of the linear regression of $v_{H}^{+}$ vs. LEF, and (i) PSI (Φ_I_) vs. PSII (Φ_II_). Data points in graphs represent mean (±*SD*,* n* = 3 individual plants). (a–f) Unpaired, two‐tailed Student's *t* test comparing *sig2* mutants to Col‐0 WT, *p < .05, **p < .005, ***p < .0005, ****p < .00005. (G‐I) Linear regression equations are shown for each plant line

We also used Φ_II_ to estimate light‐saturated linear electron flow (LEF), which results in the synthesis of reducing power in the form of ATP and NADPH. By comparing relative estimates of proton flux with LEF, we estimated the rates of CEF, a process that is activated under environmental stresses and supplementing ATP pools to balance the ATP/NADPH ratio for photosynthesis and activate photoprotective NPQ (Strand et al., 2015). LEF was lower than WT in the *sig2‐2* and *sig2‐4* mutants, most prominently (fivefold lower than WT) under the highest light intensity tested (i.e., 500 μmol m^−2 ^s^−1^) (Figure 5d).

We also probed the extent of light‐induced thylakoid proton motive force (*pmf*) and proton flux through the ATP synthase using the dark‐interval relaxation kinetics (DIRK) of the electrochromic shift (ECS) as described previously (Cruz et al., 2005; Livingston et al., 2010; Sacksteder & Kramer, 2000). The light‐induced transthylakoid *pmf*, estimated by the ECS_t_ parameter, was high (>3‐fold higher) in *sig2‐2* and *sig2‐4* lines compared with WT (Figure 5e). The conductivity of the thylakoid membrane to proton efflux ($g_{H}^{+}$), which primarily indicates the activity of the chloroplast ATP synthase, was about twofold lower in *sig2* mutants compared with WT (Figure 5f). We estimated the *pmf* expected from LEF alone (*pmf*_LEF_), as described previously (Avenson et al., 2005). The slope of *pmf*_LEF_ vs. ECS_t_, used to estimate CEF, was high (approximately threefold more) in *sig2‐2* and *sig2‐4* mutants compared with WT (Figure 5g), suggesting that CEF was strongly activated in the mutants.

To investigate the impact of an alteration in SIG2 function on CEF more directly, we measured the relative light‐driven proton flux ($v_{H}^{+}$) using ECS techniques (Cruz et al., 2005; Sacksteder & Kramer, 2000) and estimated the level of CEF by comparing the slopes of $v_{H}^{+}$ relative to LEF in *sig2* mutants to WT. The steeper slope of $v_{H}^{+}$ vs. LEF in *sig2‐2* (slope equals to 0.027) and *sig2‐4* (slope equals to 0.023) mutants compared with WT (slope equals to 0.003) and *sig2‐3* (slope equals to 0.003) (Figure 5h) is consistent with strong activation of CEF. When the average of $v_{H}^{+}$/LEF from four light intensity experiments (116–500 μmol m^−2^ s^−1^) was calculated, *sig2‐2* and *sig2‐4* mutants exhibited high fold change (6.8‐fold, 6.6‐fold, respectively) in comparison with WT (Table 2). These results confirmed high CEF (as estimated above by plotting *pmf*_LEF_ vs. ECS_t_) in strong *sig2* mutants (Figure 5h).

**Table 2:** High CEF ($v_{H}^{+}$/LEF) in *sig2* mutants

Plants	Average	Standard deviation	Fold change (vs. Col‐0 WT)
Col‐0	0.0022	0.0002	1.0
*sig2‐2*	0.0148	0.0018	6.8
*sig2‐3*	0.0023	0.0002	1.1
*sig2‐4*	0.0143	0.0022	6.6

CEF ($v_{H}^{+}$/LEF) values from four light intensity experiments (116–500 μmol m^−2^ s^−1^) in plants were averaged, and fold change was calculated.

Cyclic electron flow involves PSI‐dependent recycling of electrons from reduced ferredoxin of NADPH to the cytochrome *b*_6_ *f* complex via plastocyanin. Thus, high CEF mutants often exhibit high PSI quantum efficiencies (Φ_I_) (Livingston et al., 2010). Φ_I_ was estimated as described previously (Klughammer & Schreiber, 1993) and compared with Φ_II_ (Figure 5i). The slope of Φ_I_ vs. Φ_II_ was higher for *sig2‐2* and *sig2‐4* mutants than WT or the weak *sig2‐3* mutant (slope of linear regression of *sig2‐2*: 1.68; *sig2‐4*: 1.94; WT: 1.14; *sig2‐3*: 1.09), indicating higher efficiency of Φ_I_ than that of Φ_II_ in *sig2* mutants. These data further supported high PSI‐related levels of CEF in *sig2* mutants.

### 3.6 CEF‐impacting components in *sig2* mutants

The ~550 kDa NADPH dehydrogenase supercomplex (NDH), responsible for one of the proposed CEF pathways (Burrows, Sazanov, Svab, Maliga, & Nixon, 1998; Endo, Shikanai, Sato, & Asada, 1998), consists of more than 31 subunits in Arabidopsis (Peng, Yamamoto, & Shikanai, 2011; Suorsa, Sirpiö, & Aro, 2009) and is similar to the photosystems in that it consists of both nuclear‐ and plastid‐encoded proteins (Rumeau et al., 2005; Suorsa et al., 2009). Among components of NDH complex, 11 subunits (NDH‐A to K) are encoded by chloroplast genes, and more than 20 of the subunits are encoded by nuclear genes (Peng et al., 2011; Suorsa et al., 2009). Based on the localization of the protein complex on thylakoid membranes and interactions with other partner proteins, the NDH complex could be divided into four subcomplexes, membrane subcomplex, subcomplex A, subcomplex B, and lumen subcomplex (Peng et al., 2009). We noticed that several nuclear NDH subunit genes (*NDHM*,* NDHN*,* CRR3*,* CRR7*,* NDH48*/*NDF1*,* NDH45*/*NDF2*,* NDF6*,* NDH18*,* CRR6*/*NDF3*,* NDF5*,* TLP21*,* FKBP16‐2*, and *PsbQ‐like*) were moderately misregulated in *sig2‐2* mutant grown in Rc light for 7 days (Table 3). Among them, the *NDH18* gene, encoding a component of subcomplex B, was downregulated (1.6‐fold) in the *sig2‐2* mutant at 7 days (Table 3). 

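Each of the 13 genes had a q-value under 0.05 at 7 days in the authors' deposited table, and none of them changed by 2-fold. They comprised 12 that were lower in *sig2-2* and *CRR6*/*NDF3*, which was higher, at 55.2 FPKM in WT and 66.9 FPKM in *sig2-2* (log2 change 0.27). *FKBP16-2* (AT4G39710) fell most, from 101 to 59.0 FPKM, a log2 change of −0.77. All 26 NDH subunit and auxiliary genes of Table 3 together had a median log2 change of −0.27, at the 0.61 percentile of 10000 lists matched on mean expression. Centring each condition on its median moved this set most, to −0.30. *TLP21* was taken as AT5G13120, whose values equal those of Table 3, since the name is not in the TAIR10.1 annotation. *PsbQ-like* was taken as the locus at the position of AT1G14150, which the authors' table lists under AT3G01440.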

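*NDH18* (AT5G43750) lies on chromosome 5 from 17579966 to 17581222. Its transcript was at 196 FPKM in WT and 120 FPKM in *sig2-2* at 7 days, 1.64-fold lower (log2 change −0.71), with a q-value of 0.00026 in the authors' deposited table. At 1 day it was higher in *sig2-2*, at 37.9 FPKM against 25.4 FPKM in WT (log2 change 0.56).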

Protein gel blot analysis using extracts from 40‐day‐old plants showed less accumulation of NDH18 in *sig2‐2* and *sig2‐4*, compared with WT or *sig2‐3*, indicating that the downregulation of *NDH18* gene correlated with reduced protein accumulation in *sig2‐2* and *sig2‐4* mutants (Figure 6). Previously, it also has been proposed that ferredoxin quinone reductase complex (FQR) is involved in the regulation of CEF (Bendall & Manasse, 1995) and that Proton Gradient Regulation 5 (PGR5) and PGR5‐like protein 1 (PGRL1) might be components of this complex (DalCorso et al., 2008; Munekage et al., 2002). Our RNA‐Seq analysis showed that the expression of genes encoding *PGR5* and *PGRL1* was unchanged in *sig2‐2* mutant seedlings compared to WT (Table 3).

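*PGR5* (AT2G05620) was at 50.3 FPKM in WT and 55.7 FPKM in *sig2-2* at 1 day, and at 189.8 and 200.3 FPKM at 7 days (log2 changes 0.14 and 0.08). *PGRL1A* (AT4G22890) was at 23.3 and 29.1 FPKM at 1 day, and at 312 and 266 FPKM at 7 days (log2 change −0.23), with a q-value of 0.0539 at 7 days in the authors' deposited table. *PGRL1B* (AT4G11960) was at 5.40 and 5.98 FPKM at 1 day, and at 16.4 and 18.3 FPKM at 7 days.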

**Table 3:** Expression of genes encoding NDH subunits, auxiliary proteins for the NDH complex, and PGR proteins

Gene name	1 day				7 days			
	WT	*sig2‐2*	*sig2‐2* /WT^a^	Cutoff^b^	WT	*sig2‐2*	*sig2‐2* /WT^a^	Cutoff^b^
*NDHM*	5	6	0.18	No	126	90	−0.47	Yes
*NDHN*	13	18	0.47	Yes	134	97	−0.46	Yes
*NDHO*	15	29	0.90	Yes	183	165	−0.15	No
*CRR23/NDHL*	13	21	0.70	No	302	252	−0.26	No
*CRR3*	3	6	1.02	Yes	47	36	−0.39	Yes
*CRR7*	25	32	0.38	No	49	39	−0.32	Yes
*NDH48/NDF1*	8	10	0.35	No	146	119	−0.29	Yes
*NDH45/NDF2*	29	45	0.65	Yes	154	117	−0.40	Yes
*NDF6*	21	31	0.57	Yes	350	280	−0.32	Yes
*NDH18*	25	38	0.58	Yes	196	120	−0.71	Yes
*CRR1*	20	25	0.32	No	48	43	−0.14	No
*CRR2*	20	20	−0.06	No	9	10	0.05	No
*CRR4*	1	1	0.28	No	1	1	−0.23	No
*CRR6/NDF3*	30	39	0.37	Yes	55	67	0.28	Yes
*CRR21*	10	13	0.40	Yes	14	14	0.07	No
*CRR22*	6	5	−0.11	No	5	5	0.02	No
*CRR28*	7	10	0.47	No	6	6	0.20	No
*CP31A*	622	720	0.21	No	675	590	−0.19	No
*PGR3*	17	20	0.23	No	19	22	0.23	No
*NDF4*	23	29	0.37	No	117	75	−0.65	No
*NDF5*	14	17	0.28	No	26	21	−0.28	Yes
*PIFI*	12	15	0.35	No	140	125	−0.16	No
*PPL2*	11	14	0.30	No	145	120	−0.27	No
*TLP21*	109	121	0.15	No	158	112	−0.49	Yes
*FKBP16‐2*	3	7	1.03	Yes	101	59	−0.78	Yes
*PsbQ‐like*	8	10	0.40	No	188	144	−0.38	Yes
*PGRL1A*	23	29	0.32	No	312	266	−0.23	No
*PGRL1B*	5	6	0.15	No	16	18	0.16	No
*PGR5*	50	56	0.15	No	190	200	0.08	No

Genes were selected by >2‐fold change with significant cutoff (yes or no) in at least one sample between 1 and 7 days. 

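At 1 day, 24 of the 26 NDH subunit and auxiliary genes were higher in *sig2-2*, with a median log2 change of 0.36. This lay above the medians of all 10000 matched lists, which reached at most 0.17. With no fold threshold, 9 of the 26 had a q-value under 0.05 in the authors' deposited table, all of them higher in *sig2-2*. No gene of Table 3 reached 2-fold at either age with a pseudocount of 1. *CRR3*, at 3.01 and 6.13 FPKM (log2 change 0.83), and *FKBP16-2*, at 3.28 and 6.70 FPKM (log2 change 0.85), passed 2-fold at 1 day with a pseudocount of 0.1, at 1.00 and 1.01. *NDHO* had the highest log2 change at 1 day, 0.86.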

NDH‐related genes were described previously (Suorsa et al., 2009). *NDHM* to *NDH18*: genes encoding NDH subunits; *CRR1* to *PsbQ‐like*: genes encoding auxiliary proteins for the NDH complex; *PGRL1A* to *PGR5*: genes encoding PGR proteins.

a Fold change (in log2 scale).

b Significant with *q*‐value <.05.

**Figure 6:**
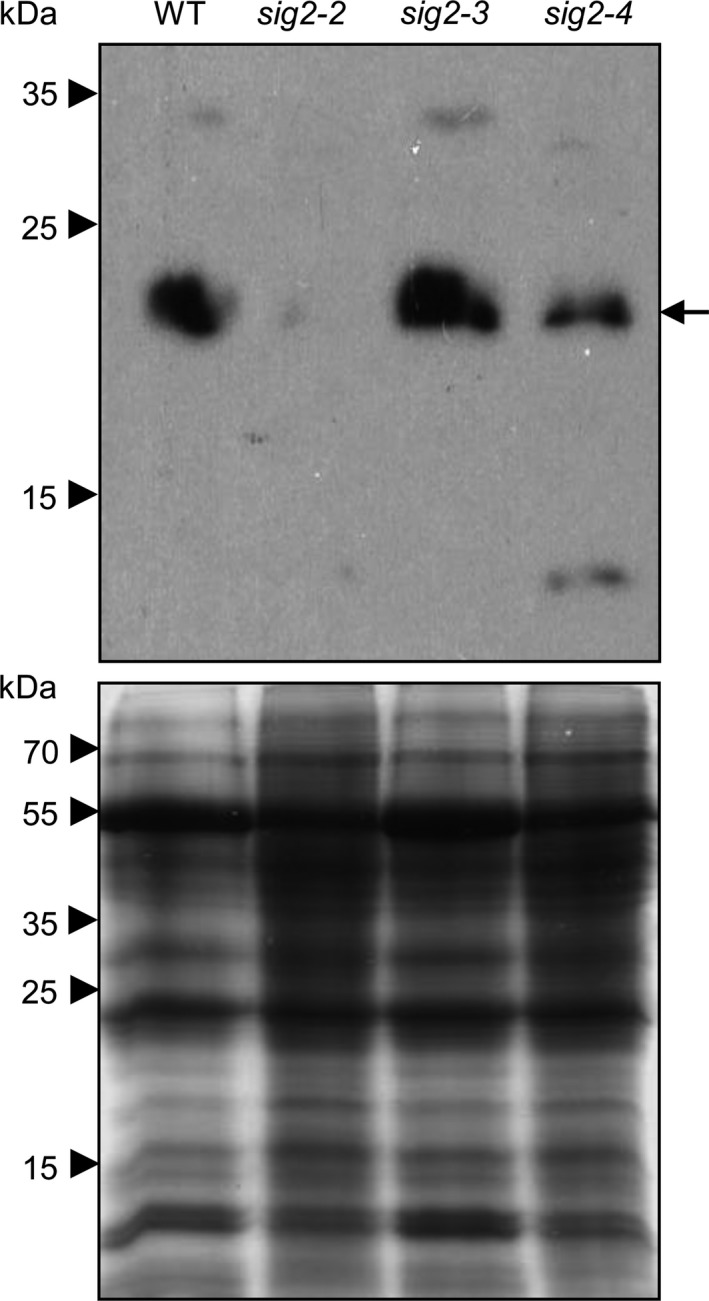
Accumulation of NDH18 proteins in wild‐type and *sig2* mutants. Western blot analysis was performed using anti‐NDH18 antibody (Top panel). Total soluble proteins were extracted from rosette leaves of 40‐day‐old plants grown on soil at 22°C under white light (100 μmol m^−2^ s^−1^, long‐day condition with 8 hr dark/16 hr light cycle), and were resolved on 15% SDS‐PAGE gel (Bottom panel). An arrow indicates NDH18 proteins (estimated as 23.8 kDa)

## 4 DISCUSSION

Sigma factor protein 2 is a transcriptional regulator that regulates chloroplast gene expression and impacts retrograde signaling‐mediated regulation of nuclear‐encoded photosynthesis genes (Woodson et al., 2013). Recently, we hypothesized that SIG2 is required for phytochrome‐mediated photomorphogenesis and growth, in addition to known roles of SIG2 in plastid development (Oh & Montgomery, 2013). The contribution of SIG2 to photomorphogenesis (e.g., inhibition of hypocotyl elongation and expansion of cotyledons) and regulation of some nuclear genes (e.g., *phytochrome‐interacting factor 4*,* PIF4*;* Elongated Hypocotyl 2*, and *HY2*) appears to be R‐light‐specific (Oh & Montgomery, 2013). Compared to chloroplast genes (i.e., mostly plastid‐encoded RNA polymerase‐dependent) directly transcribed by SIG2 (Nagashima et al., 2004), we have limited knowledge about the nuclear genes targeted by SIG2‐mediated retrograde signaling which impact both photosynthesis‐ and photomorphogenesis‐dependent phenotypes in red light. Previous microarray analysis indicates that only 83 genes (0.3% out of whole genome) are misregulated in white‐light‐grown 2‐day‐old *sig2‐2* (Woodson et al., 2013). 

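With the paper's figure of about 26000 genes in the whole genome, the loci misregulated on the scale with a pseudocount of 1 made up 1.44% of the genome at 1 day and 4.81% at 7 days. As a share of the 33078 loci of the authors' table, they made up 1.13% and 3.78%.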

Our RNA‐Seq analysis identified a subset of nuclear genes (2% from 1 day sample, 7% from 7 days sample, out of the whole genome) that are misregulated in *sig2‐2* mutant compared to WT grown in R light (Figure 1a), suggesting a much greater impact of R‐dependent *SIG2* expression on plants than previously recognized. 

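Of the 68 loci misregulated at both ages, 22 were raised at both and 5 were lowered at both, while 32 were raised at 1 day and lowered at 7 days and 9 went the other way. In the authors' deposited table, 16565 loci had a p-value under 1 at both ages. They held 272 of the loci misregulated at 1 day and 838 of those misregulated at 7 days, and all 68 shared ones. Drawing at random from them would share 13.8 on average, with 95% of draws between 7 and 21. *SIG2* is among the 5 lowered at both ages. *EPR1* is among the 22 raised at both, although it is listed at 0 in WT at 7 days and at 4.10 FPKM in *sig2-2*. From the small number of genes shared between the ages, the paper proposes that SIG2 has distinct roles in regulating developmentally associated genes early and late in seedling development.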

We compared the misregulated genes in two distinct developmental stages of seedlings, 1‐ and 7‐day‐old, and found that only 106 genes were misregulated in both stages (Figure 1a), suggesting a distinctive role for SIG2 in the transcriptional regulation of developmentally associated genes, that is, early and later in seedling development.

### 4.1 Role of SIG2 in light‐mediated GA signaling during seedling development

Functional analysis of genes misregulated in *sig2‐2* under R‐light conditions suggested a potential retrograde signaling‐dependent role of SIG2 in GA homeostasis or signaling: genes related to GA metabolic process, GA biosynthetic process, and cellular responses to GA stimulus were overrepresented in the misregulated gene sets from *sig2‐2* vs. WT (Figure 1e). In the phytochrome‐mediated light signaling pathway, SIG2 is required for the negative regulation of *PIF4*, which encodes a negative regulator of photomorphogenesis (Oh & Montgomery, 2013). The activity of PIF4 on gene transcription for photomorphogenesis depends on the abundance of PIF‐binding protein, DELLA, and the abundance of DELLA protein is increased by reduced levels of GA after light treatment in plants (Achard et al., 2007; Li et al., 2016). Thus, it is plausible that a transcriptional role of SIG2 in the regulation of GA signal‐related genes may be important for PIF‐mediated photomorphogenesis through DELLA‐associated GA signaling. *sig2‐2* and *sig2‐4* mutants exhibited reduced sensitivity to exogenous GA_3_ but similar responses to PAC, a GA biosynthesis inhibitor, compared to WT, based on a hypocotyl growth assay (Figure 2). Of note, *phyB* mutants exhibit longer hypocotyls than WT when treated with exogenous GA_3_, an inhibition of hypocotyl similar to WT when treated with PAC, and no difference in endogenous GA levels was apparent between *phyB* mutant and WT, all of which suggest a role for phytochrome in responsiveness to GA, rather than in changing total intracellular GA levels (Reed, Foster, Morgan, & Chory, 1996). 

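*GA3OX2* (AT1G80340, listed as GA4H) lies on chromosome 1 from 30200693 to 30202200. It was at 2.43 FPKM in WT and 0.972 FPKM in *sig2-2* at 7 days, 2.50-fold lower, with a q-value of 0.0257 in the authors' deposited table. With the pseudocount of 1 its log2 change was −0.80, under 2-fold, and with a pseudocount of 0.1 it was −1.24. At 1 day its transcript was far more abundant, at 67.6 FPKM in WT and 69.1 FPKM in *sig2-2*.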

In our RNA‐Seq analysis of *sig2‐2*, two genes encoding GA 3‐oxidases (*GA3OX1*,* At1 g15550*;* GA3OX2*, and *At1 g80340*), which function in converting inactive precursor GAs to their bioactive forms but which are also GA‐responsive genes, were downregulated (3.2‐fold, 2.5‐fold, respectively) in 7‐day‐old *sig2‐2* mutant (Table S5), and the downregulation of *GA3OX1* was validated by semiquantitative RT‐PCR analysis (Figure S3). Given the prior association of downregulation of *GA3OX1* in response to GA application (Thomas et al., 1999), this could indicate higher accumulation of GA in strong *sig2* mutants, which would correspond to the longer hypocotyls observed for these lines and their insensitivity to treatment relative to WT in GA‐dependent hypocotyl elongation assays. Of note, phytochromes positively regulate *GA3OX1* and *GA3OX2* genes in R light during Arabidopsis seed germination (Yamaguchi, Smith, Brown, Kamiya, & Sun, 1998), supporting the idea that SIG2 is an important component in phytochrome‐dependent GA signaling via the regulation of GA biosynthetic genes.

### 4.2 SIG2 is involved in H_2_O_2_‐mediated oxidative stress response

Our RNA‐Seq analysis identified a significant number of stress‐, ROS‐, and H_2_O_2_‐related genes that were differentially regulated in *sig2‐2* mutant compared to WT (Figures 1b and c), and in particular, the level of H_2_O_2_ was high (~3‐fold) in the *sig2‐2* and *sig2‐4* mutants at the young (7 days) or more mature (40 days) developmental stages (Figure 3). Similar to stress‐responsive SIG5, SIG2 appears to play an important role in stress signaling by transcriptional regulation of stress (H_2_O_2_)‐related genes. Plants generate H_2_O_2_ during oxygenic processes of cell metabolism or under stress conditions in most cell compartments, including chloroplasts, mitochondria, and peroxisomes, and then H_2_O_2_ can serve as a signal for cellular responses or cause oxidative damage to the cell (Halliwell, 2006). In chloroplasts, the oxygenic reactions during photosynthetic electron transfer generate superoxide radicals, which are converted to H_2_O_2_ by superoxide dismutase, whereas in peroxisomes, photorespiration‐related glycolate oxidase is involved in the generation of H_2_O_2_ (Saxena, Srikanth, & Chen, 2016). Overexpression of glycolate oxidase (35S::GO) in chloroplasts results in high accumulation of H_2_O_2_ and growth defects, including small and pale‐green rosettes and late‐flowering (Fahnenstich, Scarpeci, Valle, Flügge, & Maurino, 2008), similar to *sig2* mutants (Oh & Montgomery, 2013). Recent work has shown that mutants that display elevated H_2_O_2_ also show distinct effects on photosynthetic performance, in particular, on cyclic electron flow (CEF), which is important for balancing the ATP/NADPH energy budget of photosynthesis (Strand et al., 2015). Intriguingly, *sig2* showed a similar phenotypic pattern, with suppressed LEF and elevated CEF (Figure 5), suggesting possible regulatory or metabolic links between H_2_O_2_ and CEF. For instance, H_2_O_2_ may directly activate CEF enzymes or it may induce ATP synthesis to counteract a deficit in the production of ATP relative to NADPH (Strand, Fisher, & Kramer, 2016).

### 4.3 SIG2 contributes to the retrograde signaling‐dependent regulation of photosynthesis‐related genes in red light

Our functional classification from RNA‐Seq analysis suggested that SIG2 is required for the retrograde‐associated regulation of photosynthesis‐related genes in red light (Figures 1b and d) as expected based on prior analyses (Woodson et al., 2013). Additionally, photosystem I (PSI), PSII, and chlorophyll biosynthesis genes were misregulated in the *sig2‐2* mutant in red light, in particular (Table 1). In the light‐induced chlorophyll biosynthesis pathway, protochlorophyllide (Pchlide) is converted to a precursor of chlorophyll, chlorophyllide (Chlide) by POR (protochlorophyllide oxidoreductase), while in the dark, Pchlide along with POR enzyme is abundant (Griffiths, 1978). 

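*PORA* (AT5G54190, chromosome 5 from 21990912 to 21992812) was at 11.7 FPKM in WT and 5.16 FPKM in *sig2-2* at 7 days, a log2 change of −1.05 with a q-value of 0.00026 in the authors' deposited table. *PORC* (AT1G03630, chromosome 1 from 907642 to 909376) was at 196 FPKM in WT and 82.3 FPKM in *sig2-2* at 7 days, a log2 change of −1.24 with the same q-value in the authors' deposited table.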

In the light, Pchlide can interact with oxygen, resulting in production of reactive oxygen species (ROS); thus, fine regulation of this POR gene/enzyme is crucial for survival (Reinbothe & Reinbothe, 1996). *sig2* mutants accumulate low levels of chlorophyll (Oh & Montgomery, 2013), corresponding to the downregulation of *PORA* and *PORC* genes in light‐grown 7‐day‐old seedlings (Table 1). Unlike the downregulation of *PORA* in 7‐d‐old seedlings, this gene was upregulated in 1‐day‐old seedlings, in which chlorophyll biosynthesis is likely induced by light at the very young developmental stage (Table 1). This observation is supported by the fact that PORA acts at the very early stage of dark‐to‐light transition, and the amount of PORA protein is reduced rapidly after illumination (Forreiter, van Cleve, Schmidt, & Apel, 1991).

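At 1 day, *PORA* was at 7.98 FPKM in WT and 17.5 FPKM in *sig2-2*, a log2 change of 1.04 with a q-value of 0.00103 in the authors' deposited table. *PORC* was at 69.3 and 79.7 FPKM (log2 change 0.20), with a q-value of 0.267 in the authors' deposited table.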

Similar to a *phyB* mutant (Campos et al., 2016), *sig2‐2* and *sig2‐4* mutants exhibited low photosystem II efficiency (Φ_II_), and nonphotochemical quenching (NPQ) and maximal quantum yield (Fv/Fm) were also disrupted under various light regimes (Figure 4b; Figure 5a–c). It was not unexpected to observe significant defects in photosynthetic performance in *sig2* mutants because of small and chlorotic mutant phenotypes (Figure 4a); however, it was not still clear how SIG2 affects distinct aspects of photosynthesis. The accumulation of H_2_O_2_ may arise from defects in metabolism in strong *sig2* mutants that could lead to disruptions in photosynthesis that result in the accumulation of highly reactive electron transfer intermediates that produce H_2_O_2_. Alternatively, the high level of H_2_O_2_ in *sig2* mutants may cause a defect in photosynthetic performance, resulting in a change in the demands for ATP relative to NADPH, which in turn may lead to increased CEF through the NADH dehydrogenase‐like complex (NDH) (Figures 3 and 5h). Strand et al. (2015) provided evidence that H_2_O_2_, a product of imbalanced redox reactions in chloroplasts, can activate NDH‐mediated CEF in vivo, and in a mutant deficient of the NDH complex, the level of CEF is not increased after H_2_O_2_ treatment. The high level of H_2_O_2_ with elevated levels of CEF has also been observed in glycolate oxidase overexpression plants and in an *hcef1* mutant (*high cyclic electron flow 1*), and a high level of NDH protein content in the glycolate oxidase overexpression plants also was observed (Livingston et al., 2010; Strand et al., 2015). Analysis of an additional high cyclic mutant, that is, *hcef2*, indicated that disruptions in the expression of chloroplast proteins due to a mutation of a gene coding for a plastid targeted tRNA‐editing enzyme resulted in elevated H_2_O_2_ and CEF (Strand et al., 2017). Notably, *hcef2* did not show a reduction in the accumulation of NDH protein (Strand et al., 2017). In our studies, we observed reduced accumulation of NDH 18 protein in *sig2‐2* and *sig2‐4* mutants (Figure 6) that corresponds to a moderate downregulation (1.6‐fold) of the *NDH18* gene in 7‐day‐old *sig2‐2* mutant seedlings (Table 3). NDH is a supercomplex, consisting of proteins, encoded in both nucleus and plastid genomes, such as photosystems. With either overexpression or underexpression of a component of a multisubunit complex such as NDH or the photosystems, an imbalance in the stoichiometry of components could result in complexes with decreased or modified functions. In this regard, NDH18 is plant‐specific protein that has been shown specifically to be important for NDH complex stability (Peng et al., 2009). Thus, the reduced amount of NDH18 protein in *sig2* mutants likely causes a defect of NDH‐mediated CEF. Furthermore, the relative content of NDH versus LEF‐specific components, especially PSII, may be critical.

In *sig2‐2* and *sig2‐4* mutants, linear electron flow (LEF) was low (Figure 5d) and CEF was high (Figure 5h), similar to glycolate oxidase overexpression plants (Strand et al., 2015). LEF is required for net reduction in NADPH and also generates thylakoid proton motive force (*pmf*) that drives the synthesis of ATP; both NADPH and ATP are required to power the Calvin–Benson–Bassham (CBB) cycle. LEF‐generated ATP is also involved in activating NPQ (i.e., qE), a photoprotective mechanism, to dissipate stressful excessive light energy during photosynthesis (Eberhard, Finazzi, & Wollman, 2008). The amount of ATP generated by LEF alone is not sufficient for the proper ratio with NADPH for photosynthesis; thus, additional ATP‐generating mechanisms (e.g., CEF) are necessary (Kramer & Evans, 2011). As the ratio of ATP and NADPH can vary based on environmental conditions or developmental state, synthesis of ATP by CEF could also be different in various environmental conditions or even in different species (Kramer & Evans, 2011). For example, drought stress can cause high levels of CEF, along with high production of H_2_O_2_ (Cruz de Carvalho, 2008; Kohzuma et al., 2009). We hypothesize that SIG2 is a light stress‐responsible component during retrograde signaling through the transcriptional regulation of H_2_O_2_ and photosynthesis (i.e., CEF)‐related genes. Tests of the physiological responses upon environmental stresses (e.g., high light, drought, and salt.) in *sig2* mutants and genetic analysis of SIG2 and known CEF components (e.g., glycolate oxidase and NDH) would provide additional details for the role of SIG2 on H_2_O_2_‐mediated CEF phenomenon during photosynthesis.

Using RNA‐Seq analysis and physiological approaches, we discovered the importance of SIG2 in red‐light‐dependent photomorphogenic development and photosynthesis. As a retrograde signaling component, SIG2 regulated a subset of nuclear genes, including hormonal genes, stress‐responsive genes, and photosynthesis‐related genes under these conditions. Indeed, *sig2* mutants exhibited reduced sensitivity to GA, high levels of H_2_O_2_, and defects in photosynthetic performance, including loss of overall photosynthetic capacity accompanied by elevated CEF. SIG2, thus, contributes to growth and development by regulating hormonal responses that are critical for the optimal development and function of the photosynthetic apparatus under red‐light conditions associated specifically with phytochrome‐dependent regulation of photomorphogenesis.

## AUTHOR CONTRIBUTIONS

S.O and B.L.M designed the research; S.O. and D.S. performed research; S.O., D.S., D.M.K., J.C., and B.L.M. analyzed data; S.O. and B.L.M wrote the manuscript; and S.O., D.S., D.M.K., and B.L.M critically edited the manuscript.

## ACCESSION NUMBERS

RNA expression data are available in the NCBI Gene Expression Omnibus database under accession number GSE104518.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Transcriptome and phenotyping analyses support a role for chloroplast sigma factor 2 in red‐light‐dependent regulation of growth, stress, and photosynthesis
**Source:** Plant Direct. 2018 Feb 19;2(2):e00043. doi: 10.1002/pld3.43
**Supplement:** Supplementary file 1

**SUPPORTING INFORMATION**

**Transcriptome and phenotyping analyses support a role for Chloroplast Sigma Factor 2 in red light-dependent regulation of growth, stress, and photosynthesis**

Authors: Sookyung Oh^1^, Deserah Strand^1†^, David M. Kramer^1,2^, Jin Chen^3^, Beronda L. Montgomery^1,2,4*^

**Supplemental Figure 1.** Expression of eight genes encoding extensins of group IIb in *sig2-2* mutant. Value of expression levels (RPKM, Reads Per Kilobase per Million mapped reads) from RNA-Seq analysis comparing Col-0 wild-type and *sig2-2* mutant grown on MS medium under Rc (50 µmol m^-2^ s^-1^) for one day (1d) or seven days (7d) is shown. Eight extensins (EXT6-EXT13) have been classified as group IIb in Cannon et al. (2008).

**
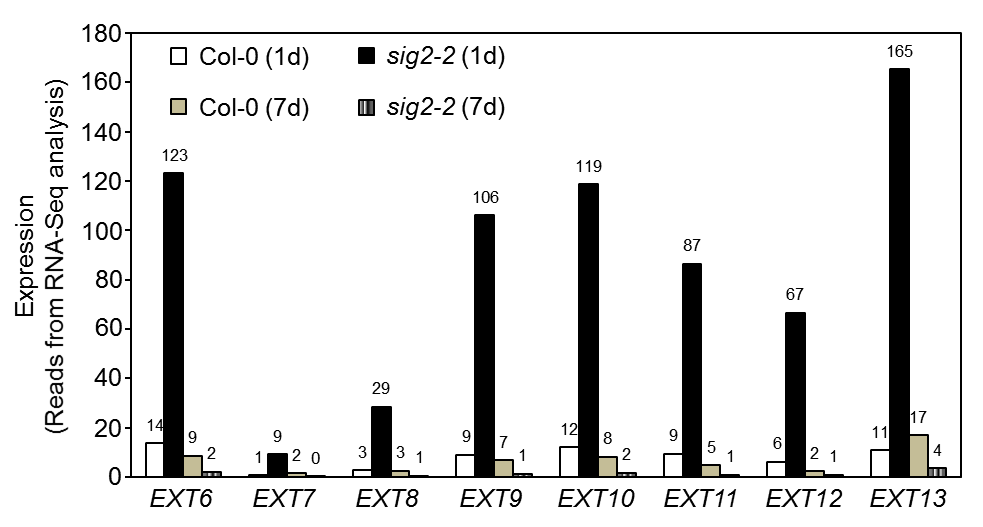
**

**Supplemental Figure 2**. Heat map analysis of Arabidopsis extension genes. The expression of Extensin (*EXT*) genes in various Arabidopsis tissues (A) or different light conditions (B) is shown. Mean-normalized values from AtGenExpress expression library (www.weigelworld.org) and BAR Heatmapper *Plus* (http://bar.utoronto.ca) were utilized for the construction of the heat map. In the different light experiments, 4-d-old seedlings were grown on MS medium in different light conditions for either 45 or 240 minutes and aerial parts of plants (i.e., cotyledons and hypocotyl) were used. 20 Arabidopsis extensin proteins have been classified into four groups, i.e., I, IIa, IIb, and IIc, in Cannon et al. (2008). Color scale represents log2 expression values, red indicates high expression; yellow, low expression.

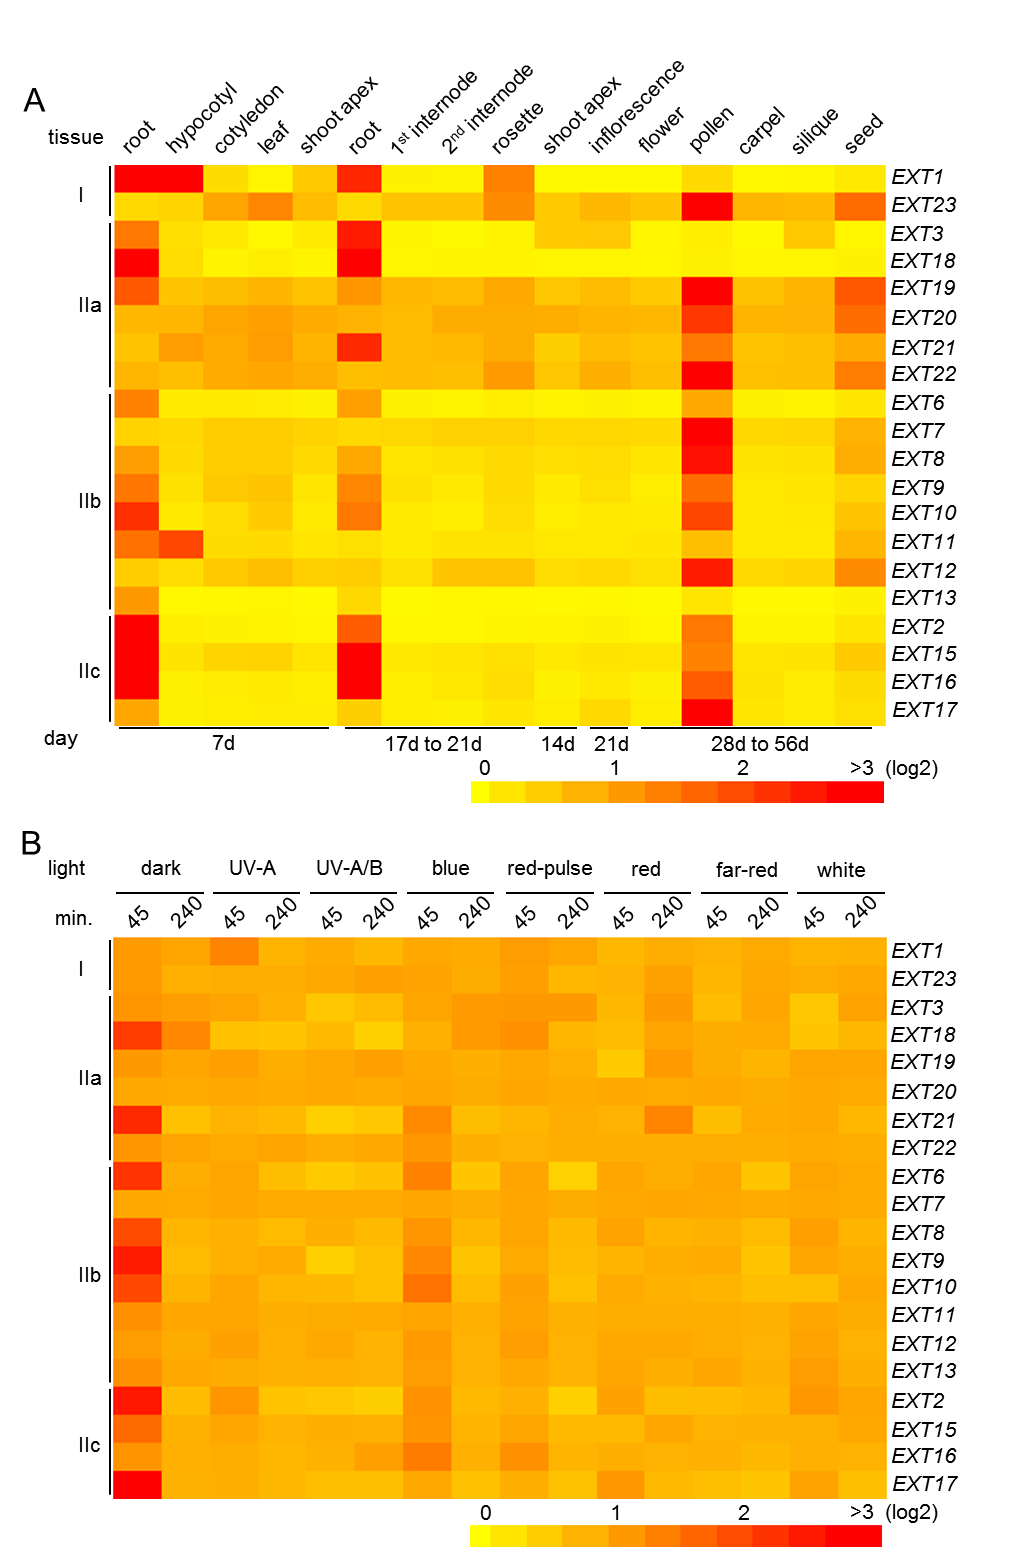

**Supplemental Figure 3**. Semi-Quantitative RT-PCR Analysis for Gibberellin 3-beta-dioxygenase 1 (*GA3OX1*, *At1g15550*) in seven-day-old Col-0 wild-type (WT) and *sig2* mutant seedlings grown on MS medium containing 1 % Suc and 0.7 % Phytoblend agar at 22 ºC under Rc (50 µmol m^-2^ s^-1^). *UBC21* gene was used as an internal control. Results are shown as three independent biological replicates.

**
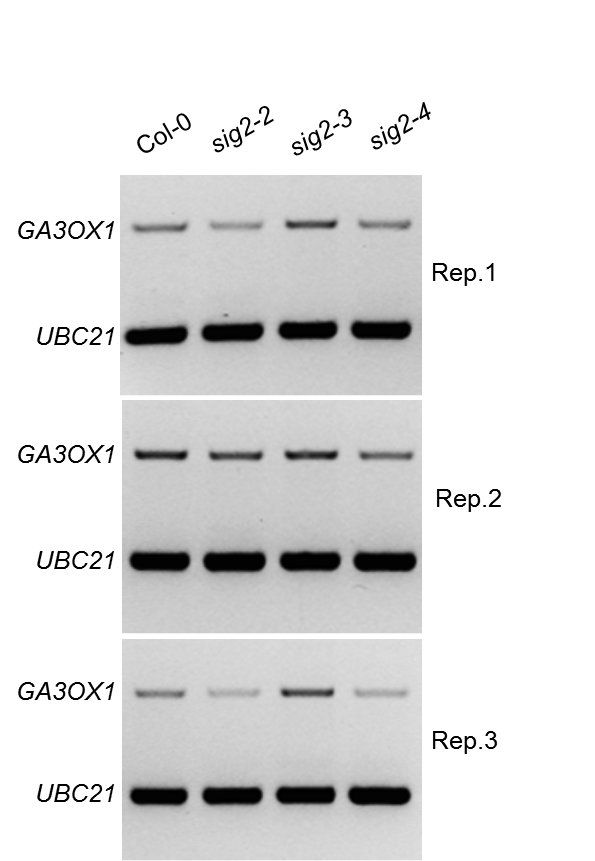
**

**Supplemental Figure 4**. Validation of RNA-Seq Data for select photosynthetic genes. Genes identified by RNA-Seq analysis were validated by quantitative RT-PCR analysis using Col-0 wild-type (WT) and *sig2-2* grown on MS medium under Rc (50 µmol m^-2^ s^-1^) for one day (1 d) or seven days (7 d). (Inset) Smaller view of the graph for 1 d. Average relative expression of *LHCB2.4* (Top panel) or *PsaE* (Bottom panel) compared to *UBC21* that was used as an internal control were shown (±SD, n=3 biological repeats).

**
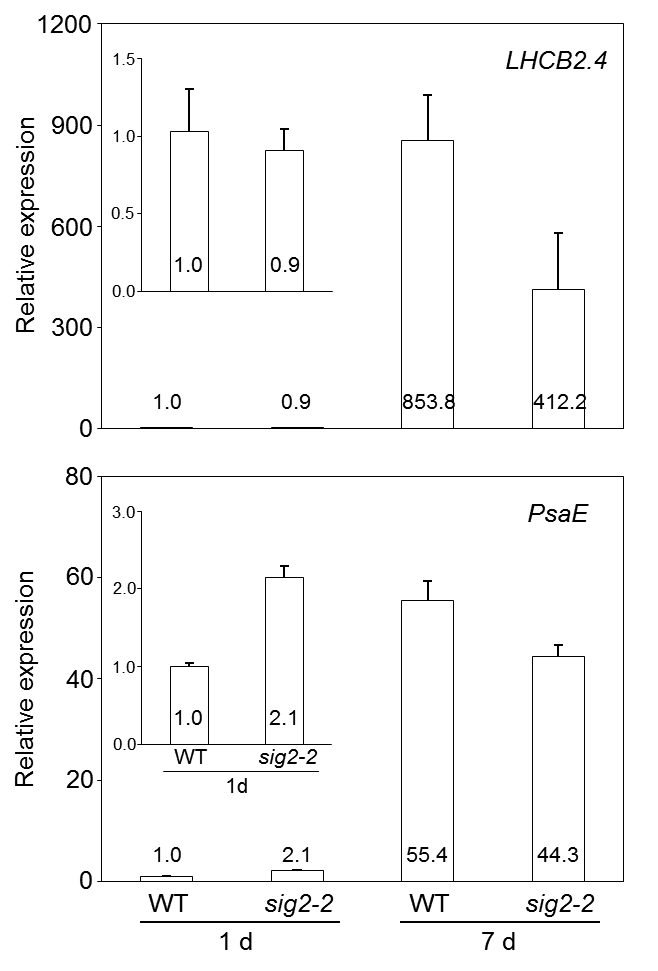
**

**Supplemental Table 1.** Primer Sequences for Quantitative RT-PCR

| **AGI number** | **Annotation** | **Primers (Forward / Reverse)** |
| --- | --- | --- |
| *At3g27690* | *LHCB2.4* | cgtgagctcgaagtgatcca/cagggaaggtgcagcctaaa |
| *At2g20260* | *PsaE* | cgtcagcagctaccggattta/ccgctctgactactagccttg |
| *At1g15550* | *GA3OX1* | ggggtgccttccaaatctcaaac/ggtgcaacacgcttttaaacaatcc |
| *At5g25760* | *UBC21* | caaatggaccgctcttatcaaag/ctgaaaaacaccgccttcgt |

**Supplemental Table 4.** RNA-Seq Analysis for Nucleus Genes Encoding Extensins in Arabidopsis. Genes were selected by >2-fold change with significant cut-off (yes or no) in at least one sample between 1 d and 7 d from RNA-Seq analysis, comparing Col-0 wild-type (WT) and *sig2-2* mutant. Classification of Arabidopsis Extensins was adapted from Cannon et al., 2008.

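The 4 extensin genes of group IIc were also misregulated at 1 day, with log2 changes from 2.44 (*EXT16*) to 3.05 (*EXT2*). At 7 days, only *EXT2* of this group was misregulated, at 17.7 FPKM in WT and 6.75 FPKM in *sig2-2* (log2 change −1.27), and *EXT17* at −0.97 passed 2-fold with a pseudocount of 0.1 or with centred values, at −1.01 and −1.00. *EXT1* of group I rose at both ages, from 3.80 to 19.7 FPKM at 1 day (log2 change 2.11) and from 164 to 622 FPKM at 7 days (log2 change 1.92). In group IIa, *EXT19* was listed at 0 in both genotypes at 1 day and fell from 3.85 to 1.30 FPKM at 7 days (log2 change −1.08). *EXT18* fell from 28.5 to 13.8 FPKM at 7 days, a log2 change of −1.00 that stayed just under 2-fold, and with a pseudocount of 0.1 it reached −1.04. *EXT3* was the most abundant of these genes at 1 day, at 448 FPKM in WT and 655 FPKM in *sig2-2* (log2 change 0.55). *EXT20* and *EXT22* were listed at 0 in all 4 conditions.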

|  |  |  |  | 1 d | | | |  | 7 d | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Group | Feature | Gene ID | AGI no. | WT | *sig2-2* | *sig2-2* /WT^a^ | cut-off^b^ |  | WT | *sig2-2* | *sig2-2* /WT^a^ | cut-off^b^ |
| I | Idt-poor | *EXT1* | *At1g76930* | 4 | 20 | 2.4 | yes |  | 164 | 622 | 1.9 | yes |
|  |  | *EXT23* | *At5g19810* | 1 | 0 | -1.1 | no |  | 1 | 1 | -0.2 | no |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
| IIa | Idt-rich, | *EXT3* | *At1g21310* | 448 | 655 | 0.5 | yes |  | 753 | 528 | -0.5 | yes |
|  | Simple | *EXT18* | *At1g26250* | 0 | 0 | 0.6 | no |  | 29 | 14 | -1.0 | yes |
|  |  | *EXT19* | *At1g26240* | 0 | 0 | 0.0 | no |  | 4 | 1 | -1.6 | yes |
|  |  | *EXT20* | *At4g08370* | 0 | 0 | 0.0 | no |  | 0 | 0 | 0.0 | no |
|  |  | *EXT21* | *At2g43150* | 61 | 52 | -0.2 | no |  | 500 | 420 | -0.3 | yes |
|  |  | *EXT22* | *At4g08380* | 0 | 0 | 0.0 | no |  | 0 | 0 | 0.0 | no |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
| IIb | Idt-rich, | *EXT6* | *At2g24980* | 14 | 123 | 3.2 | yes |  | 9 | 2 | -2.0 | yes |
|  | +SPSP | *EXT7* | *At4g08400* | 1 | 9 | 3.6 | yes |  | 2 | 0 | -1.8 | yes |
|  | motifs | *EXT8* | *At4g08410* | 3 | 29 | 3.3 | yes |  | 3 | 1 | -2.2 | yes |
|  |  | *EXT9* | *At5g06630* | 9 | 106 | 3.5 | yes |  | 7 | 1 | -2.4 | yes |
|  |  | *EXT10* | *At5g06640* | 12 | 119 | 3.3 | yes |  | 8 | 2 | -2.2 | yes |
|  |  | *EXT11* | *At5g49080* | 9 | 87 | 3.2 | yes |  | 5 | 1 | -2.4 | yes |
|  |  | *EXT12* | *At4g13390* | 6 | 67 | 3.4 | yes |  | 2 | 1 | -1.4 | yes |
|  |  | *EXT13* | *At5g35190* | 11 | 165 | 3.9 | yes |  | 17 | 4 | -2.2 | yes |
|  |  |  |  |  |  |  |  |  |  |  |  |  |
| IIc | Idt-rich, | *EXT2* | *At3g54590* | 14 | 124 | 3.1 | yes |  | 18 | 7 | -1.4 | yes |
|  | +SPSP | *EXT15* | *At1g23720* | 39 | 242 | 2.6 | yes |  | 97 | 99 | 0.0 | no |
|  | + a Cys | *EXT16* | *At3g28550* | 39 | 218 | 2.5 | yes |  | 61 | 56 | -0.1 | no |
|  | motif | *EXT17* | *At3g54580* | 19 | 140 | 2.9 | yes |  | 31 | 15 | -1.0 | yes |

^a^ fold-change (in log2 scale)

^b^ significant with q-value < 0.05.

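At 7 days, 12 of the 22 GA genes were listed at 1 FPKM or more in either genotype, with a median log2 change of 0.02, and *GA3OX1* was the only one misregulated. In the authors' deposited table, 5 of them had a q-value under 0.05 at 7 days, of which 3 were lower in *sig2-2* and 2 were higher. The 2 higher ones were *KAO1* (AT1G05160), at 6.24 FPKM in WT and 8.45 FPKM in *sig2-2* (log2 change 0.38), and *KAO2* (AT2G32440), at 14.7 and 19.0 FPKM (log2 change 0.35). *KO* (AT5G25900) was lower, at 23.2 and 19.3 FPKM (log2 change −0.25). *GA20ox1* was at 1.16 and 0.294 FPKM, with a q-value of 1 in the authors' deposited table. Leaving out genes with a mean under 5 FPKM moved the medians to 0.0494 for the GA metabolism genes at 7 days and −0.0672 for the GA metabolism genes at 1 day. Centring moved the former to −0.00780.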

**Supplemental Table 5.** RNA-Seq Analysis for GA-Biosynthesis and Catabolism Genes. Genes were as identified in Yamaguchi, S. 2006.

|  | |  |  | 1 d | | | | | |  | 7 d | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| AGI no. | Gene ID | | Another common name | WT | | *sig2-2* | *sig2-2* /WT^a^ | cut-off^b^ |  | | WT | *sig2-2* | *sig2-2* /WT^a^ | cut-off^b^ |
| *At4g02780* | *AtCPS* | | *GA1* | | 0.17 | 0.11 | -0.60 | no |  | | 0.23 | 0.24 | 0.05 | no |
| *At1g79460* | *AtKS* | | *GA2* | | 3.62 | 3.85 | 0.09 | no |  | | 5.15 | 4.39 | -0.23 | no |
| *At5g25900* | *AtKO* | | *GA3* | | 28.89 | 29.61 | 0.04 | no |  | | 23.19 | 19.28 | -0.27 | yes |
| *At1g05160* | *AtKAO1* | | *CYP88A3* | | 12.89 | 11.38 | -0.18 | no |  | | 6.24 | 8.45 | 0.44 | yes |
| *At2g32440* | *AtKAO2* | | *KAO2* | | 25.75 | 22.28 | -0.21 | no |  | | 14.68 | 19.03 | 0.37 | yes |
| *At4g25420* | *AtGA20ox1* | | *GA5* | | 2.45 | 3.42 | 0.48 | no |  | | 1.16 | 0.29 | -1.98 | no |
| *At5g51810* | *AtGA20ox2* | | *GA20OX2* | | 1.93 | 1.91 | -0.02 | no |  | | 1.09 | 1.57 | 0.52 | no |
| *At5g07200* | *AtGA20ox3* | | *YAP169* | | 1.31 | 0.73 | -0.83 | no |  | | 0.08 | 0.06 | -0.40 | no |
| *At1g60980* | *AtGA20ox4* | | *ATGA20OX4* | | 0.00 | 0.00 | 0.00 | no |  | | 0.04 | 0.00 | N/A | no |
| *At1g44090* | *AtGA20ox5* | | *ATGA20OX5* | | 0.00 | 0.15 | N/A | no |  | | 0.00 | 0.00 | 0.00 | no |
| *At1g15550* | *AtGA3ox1* | | *GA4* | | 20.49 | 25.51 | 0.32 | no |  | | 7.65 | 2.39 | -1.68 | yes |
| *At1g80340* | *AtGA3ox2* | | *GA4H* | | 67.56 | 69.10 | 0.03 | no |  | | 2.43 | 0.97 | -1.32 | yes |
| *At4g21690* | *AtGA3ox3* | | *ATGA3OX3* | | 0.00 | 0.00 | 0.00 | no |  | | 0.00 | 0.00 | 0.00 | no |
| *At1g80330* | *AtGA3ox4* | | *ATGA3OX4* | | 7.63 | 5.50 | -0.47 | no |  | | 2.61 | 3.52 | 0.43 | no |
| *At1g78440* | *AtGA2ox1* | | *ATGA2OX1* | | 0.11 | 0.26 | 1.29 | no |  | | 0.86 | 0.31 | -1.48 | no |
| *At1g30040* | *AtGA2ox2* | | *ATGA2OX2* | | 3.16 | 2.67 | -0.24 | no |  | | 2.88 | 2.99 | 0.06 | no |
| *At2g34555* | *AtGA2ox3* | | *ATGA2OX3* | | 0.00 | 0.00 | 0.00 | no |  | | 0.00 | 0.00 | 0.00 | no |
| *At1g47990* | *AtGA2ox4* | | *AtGA2ox4* | | 10.19 | 10.65 | 0.06 | no |  | | 18.01 | 10.66 | -0.76 | yes |
| *At3g17203* | *AtGA2ox5* | | *N/A* | | N/A | N/A | N/A | N/A |  | | N/A | N/A | N/A | N/A |
| *At1g02400* | *AtGA2ox6* | | *ATGA2OX4* | | 0.56 | 2.15 | 1.95 | no | |  | 4.43 | 4.45 | 0.01 | no |
| *At1g50960* | *AtGA2ox7* | | *ATGA2OX7* | | 0.00 | 0.00 | 0.00 | no | |  | 0.06 | 0.00 | N/A | no |
| *At4g21200* | *AtGA2ox8* | | *ATGA2OX8* | | 0.42 | 0.36 | -0.21 | no | |  | 0.89 | 0.61 | -0.53 | no |

^a^ fold-change (in log2 scale)

^b^ significant with q-value < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

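RNA was taken from entire WT seedlings (Col-0) and from *sig2-2* seedlings after 1 day or 7 days in Rc light at 50 μmol m−2 s−1, with 3 biological replicates for each of the 4 conditions. The authors sequenced mRNA libraries and used Cufflinks and Cuffdiff to make FPKM values, with the 3 replicates of a condition combined into 1 value per locus. The authors' p-values and q-values come from the same tool, under a negative binomial model, and the authors' log2 ratios are those of the FPKM values with no pseudocount. The supplement names the unit of the same values RPKM. The versions, the aligner, the annotation, the genome build and the read filters are not named in the paper's text. One table holds the 4 conditions together for 33078 nuclear loci, with the comparisons of *sig2-2* against WT, and a table of each condition holds 33349 loci, plastid and mitochondrial ones included.

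From these FPKM values, the authors' ratios were computed again as log2 of (*sig2-2* + 1)/(WT + 1), because the deposited ratio is undefined where a value is 0. A gene was called misregulated at a log2 change of 1 or more in either direction with a q-value under 0.05 in the authors' deposited table. No test across replicates was made, since the values are combined, and the planned tests for replicate columns could not be used. Depth per condition is unknown from the FPKM values, so no counting error could be given, and values near 0 are described as listed. The authors' values for a nuclear locus were the same in both kinds of table, with a largest difference of 0.

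Genes of Tables 1, 3, S4 and S5 were placed by identifier and by overlap with the position of that identifier in TAIR10.1, of which 32060 loci of the table had one, 326 lay elsewhere and 692 had no match. Of the 91 genes in those tables, 88 were placed by identifier and position and 3 by position alone. Reference coordinates are not printed, because the build behind the authors' values is not known. The genes named are every gene that the paper names in its results or in those tables, the *SIG* genes, and for each age the 3 largest rises and 3 largest falls among misregulated genes listed at 1 FPKM or more in both genotypes. *PIF4*, *HY2*, *GAI*, *RHS19*, *LEA18*, *DIN2*, *DIN9*, *DIN10*, *psaJ*, AT2G01021, 3 mitochondrial loci and the locus listed as AT1G47900 were named in addition, after their values were seen. So were *APO1*, *APO4* and *psbG*.

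For sets of genes, the median log2 change was placed among the medians of 10000 random lists of the same size, each member drawn from the 200 loci nearest in mean log2 value. The percentile describes these libraries, since genes are not replicates, and no p-value was computed across genes. The change between ages was taken as log2 of (7 days + 1)/(1 day + 1) in WT and in *sig2-2*, and compared across loci with the difference between genotypes by Spearman correlation. Because these share a condition, the WT and *sig2-2* values were also swapped at random, locus by locus within each age, in 100 draws. Lists of genes named root hair specific, dark inducible, late embryogenesis abundant, photosystem or light-harvesting, and gibberellin came from symbols and synonyms of the TAIR10.1 annotation, and a list of 8 seed storage genes was written by hand. The lists of root hair, dark-inducible, late embryogenesis and seed storage genes were chosen after values had been seen. A locus that the authors' table lists under another identifier was taken by its position. Exonic length, GC content and the share of 55 nt words found once in the genome, on both strands, were computed from TAIR10.1.

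The measures were tested on simulated data made from the real WT values. All 200 of the 200 genes changed by a known 4-fold were recovered with their direction, and 0 of 32878 unchanged loci passed 2-fold. The changed genes were drawn from well-expressed loci, the added noise was small, and every q-value was set to pass. These 2 outcomes were thus all but fixed in advance, and they do not test the q-value threshold. Of 100 random lists, 3 lay outside the middle 95% of their matched lists. With no shift along the age axis, the simulated correlations were 0.25 on the WT axis and −0.25 on the mutant axis, and with a shift they were 0.55 and 0.05.

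The alternatives were a pseudocount of 0.1, values centred in each condition on the median of the 16872 loci listed at 1 or more in every condition, the tables of single conditions, filters on low values, and other thresholds on fold and q-value. GO enrichment was not repeated. Calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.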

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

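The tests in this part were chosen after the results they bear on had been seen.

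The group IIb extensins moved in opposite directions at the 2 ages, with all 8 genes higher in *sig2-2* at 1 day (median log2 change 3.13) and all 8 lower at 7 days (median −1.62). The difference between the ages was not tested, because the values of the replicates are combined. Several technical explanations are argued against by the tables. The authors' normalization, as a factor for each condition, and a difference in depth between the conditions would act alike on loci of like expression and leave the set inside lists matched on mean expression. The set stood at the 100th percentile of such lists at 1 day and at percentile 0 at 7 days. Reads shared between near-identical extensin genes would leave the genes that can be told apart unmoved. The 3 members with at least 90% of their 55 nt words found once had a median of 3.21 at 1 day and −1.71 at 7 days. Gene length bias would put the set inside lists matched on exonic length, and GC content bias inside lists matched on GC content. Here too it stood at the 100th percentile of both kinds of list at 1 day, and at percentile 0 of both at 7 days. The paper singled out the set from these same samples, so its place among the lists is not independent of that choice.

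On the biological side, a plain advance of *sig2-2* at 1 day along the change from 1 to 7 days is also argued against for this set. From 1 to 7 days in WT, 6 of the genes fell and 2, *EXT7* and *EXT13*, rose, by a log2 change of at most 0.59, with a median of −0.44 over the 8. *sig2-2* at 1 day lay above WT at 7 days for each of the 8, by a log2 difference of at least 1.98 and a median of 3.68. A peak of expression between the sampled ages stays open, since no age between 1 and 7 days was sampled. A candidate explanation is a change of root hair transcripts as a group. The 17 genes named root hair specific, none of which is in the set, had a median log2 change of 1.47 at 1 day, above all matched lists, and −0.39 at 7 days, at the 0.08 percentile. The fall at 7 days rests on low values, since many of the 17 were under 1 FPKM in both genotypes. Only 5 had a q-value under 0.05 at 7 days in the authors' deposited table, of which 4 were lower and 1 was higher. The most abundant of the 17 at 1 day, *RHS19*, was then at 7.03 FPKM in WT and 59.6 FPKM in *sig2-2*. This is a hypothesis found and tested on the same data, and whether the change lies in the number of hair cells, their timing or their expression was not tested.

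Plastid-encoded genes, which the paper does not report on in this experiment, were higher in *sig2-2* at 7 days. The 80 protein-coding plastid loci had a median log2 change of 2.66 at 7 days and −0.46 at 1 day. At 7 days the 66 listed at 1 FPKM or more in either genotype were all raised, with a median of 3.11. The summed FPKM of the 80 loci at 7 days was 1618 in WT and 11072 in *sig2-2*. *psaJ* rose least among the *psa* and *psb* genes, from 125 to 187 FPKM (log2 change 0.58), and the *ndh* genes had a median of 3.68. Families were taken by the listed name alone, so the locus listed as *psbG* counted with the *psa* and *psb* genes. Whether each name fits its complex was not checked. Plastid transcripts mostly lack poly(A) tails and enter mRNA libraries only in part. Carry-over of RNA without poly(A) tails would raise mitochondrial loci as well. Only 16 of the 141 mitochondrial loci were listed at 1 FPKM or more at 7 days, and these did rise, with a median of 0.90. The lower quartile of the plastid genes lay 1.10 above the upper quartile of these 16 loci. The pseudocount of 1 compresses the ratios of low values, and without it the gap was only 0.38. Single mitochondrial loci rose as far as plastid genes, such as *RPL16*,*RPS3* from 1.24 to 13.8 FPKM. The more abundant *RRN26* went from 32.0 to 65.5 FPKM, and *RRN18* from 34.1 to 62.2 FPKM. Carry-over of equal size for both organelles is therefore argued against as the whole cause for most of the plastid genes, by a margin that depends on the pseudocount. The authors' normalization, as a factor for each condition, and a difference in depth between the conditions are argued against by lists of nuclear loci matched on mean expression, among which the 66 plastid loci stood at the 100th percentile. Still open are carry-over that differs between the organelles, a longer or more frequent poly(A) tail on plastid RNA in *sig2-2*, and a rise of plastid transcripts themselves. At 1 day the plastid genes were lower in *sig2-2*, with a median of −0.57 for the 63 listed at 1 FPKM or more. This differed by only −0.0755 from the mitochondrial median, so carry-over stays open for the change of the median. The families differed, however. Medians were −0.93 for *psa* and *psb* genes and −0.19 for *ndh* genes, outside the mitochondrial quartiles of −0.78 and −0.35. Those of the *rpo*, ribosomal protein and *atp* genes, from −0.74 to −0.47, lay inside. Carry-over of equal size is thus not shown for each family.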

How the results depend on the processing

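The alternatives were set before the data were examined, except 3 chosen after seeing the data: no pseudocount with finite ratios only, the mean of the changes in WT and *sig2-2* as the age axis, and other values for *GA2ox4*. No paired analysis was possible because the files hold 1 combined value per condition, although the labels number the replicates alike in each. For the same reason leaving out a replicate and other splits of the samples were not run, nor were the alternatives that need confidence intervals, a test status or read counts. The cause was not tested for any change below unless stated.

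With a pseudocount of 0.1, the number of genes misregulated at both ages went from 68 to 103, and without a pseudocount to 106. The medians became 3.34 for the group IIb extensins at 1 day, −2.06 for the group IIb extensins at 7 days, 1.08 for the nuclear photosystem genes at 1 day, 0.37 for the NDH genes at 1 day and 0.0300 for the GA metabolism genes at 7 days. For the plastid-encoded genes at 1 day the median went from −0.46 to −0.54, and for the plastid-encoded genes at 7 days from 2.66 to 3.15. The correlation for the developmental axis at 1 day, change in sig2-2, became 0.0247. For the developmental axis at 7 days, change in WT, it became −0.0954, and for the developmental axis at 7 days, change in sig2-2, 0.317. Of 192 values of single genes, 9 became misregulated by fold and q-value together. The others kept their direction and their call, although some without a q-value under 0.05, such as GA20ox1 at 7 days (−1.68), passed 2-fold. A smaller pseudocount enlarges the ratio of low values by construction.

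With no fold threshold, 1931 misregulated genes at 1 day and 7671 misregulated genes at 7 days had a q-value under 0.05. With 2-fold and no q-value, there were 766 misregulated genes at 1 day. Without the fold threshold the share raised went from 78.7% to 59.9% at 1 day and from 53.6% to 50.0% at 7 days. With q under 0.01 each of the 6 counts stayed within 1.5 times.

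Centring moved the medians to −1.65 for the group IIb extensins at 7 days, −0.24 for the nuclear photosystem genes at 7 days, −0.30 for the NDH genes at 7 days, −0.00780 for the GA metabolism genes at 7 days and 2.63 for the plastid-encoded genes at 7 days. The GA value thereby changed sign. At 7 days, centring also changed the sign of *CRR22* to −0.0180, *EXT15* to −0.00971, *CPS* to −0.0217, *GA2ox5* to −0.0214 and *GA2ox6* to −0.0262, and took *EXT17* and *EXT18* past 2-fold. The share of misregulated genes that were raised at 7 days went from 53.6% to 50.6%.

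Leaving out loci listed under 1 FPKM in every condition gave −0.56 for the plastid-encoded genes at 1 day and 3.11 for the plastid-encoded genes at 7 days. The correlations became 0.359 for the developmental axis at 1 day, change in WT, and 0.0797 for the developmental axis at 1 day, change in sig2-2. They became −0.0549 for the developmental axis at 7 days, change in WT, and 0.345 for the developmental axis at 7 days, change in sig2-2.

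A mean of at least 5 FPKM gave 3.19 for the group IIb extensins at 1 day, −1.71 for the group IIb extensins at 7 days, 1.09 for the nuclear photosystem genes at 1 day, −0.0672 for the GA metabolism genes at 1 day, 0.0494 for the GA metabolism genes at 7 days, −0.61 for the plastid-encoded genes at 1 day and 3.12 for the plastid-encoded genes at 7 days. The GA value at 1 day thereby changed sign. The correlations were 0.357 for the developmental axis at 1 day, change in WT, and 0.127 for the developmental axis at 1 day, change in sig2-2. They were 0.00430 for the developmental axis at 7 days, change in WT, where the sign changed, and 0.371 for the developmental axis at 7 days, change in sig2-2.

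On the mean axis the correlations were 0.195 for the developmental axis at 1 day and 0.141 for the developmental axis at 7 days. With the values of the locus listed as AT1G47900 for *GA2ox4*, the medians were 0.0321 for the GA metabolism genes at 1 day and −0.0932 for the GA metabolism genes at 7 days, where the sign changed.

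The tables of single conditions gave the same values for all nuclear results. They are the only source for the plastid-encoded genes, so the table of 4 conditions could not give an alternative for these. *SIG2* kept its direction and its call under every alternative run on it.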

Differences from the paper's values

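The test of an explanation for the *GA2ox4* values, chosen after the values were seen, is given under the other observations.

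The number of genes misregulated at both ages was 68, against the paper's 106. Among the alternatives set before the data were examined, the overlap was 103 with a pseudocount of 0.1, within 1.5 times of the paper's number, while centring, the tables of single conditions and the filter on loci listed at 1 FPKM or more did not close the gap. With no pseudocount and finite ratios only, a setting chosen after seeing the values, there were 515 misregulated genes at 1 day, 1711 misregulated genes at 7 days and 106 genes misregulated at both ages, equal to the paper's numbers.

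*GA2ox4* at its own position was at 0.124 FPKM in WT and 0.135 FPKM in *sig2-2* at 1 day, against the paper's 10.19 and 10.65, and at 0.496 and 2.11 FPKM at 7 days, against the paper's 18.01 and 10.66. On the paper's scale with no pseudocount, its log2 ratio was 0.12 at 1 day, against the paper's 0.06, and 2.09 at 7 days, against the paper's −0.76. With a pseudocount of 0.1, set before the data were examined, the GA2ox4 log2 ratio at 1 day was 0.0681, near the paper's. No alternative set before the data were examined closed the gap in the FPKM values or in the ratio at 7 days. With the values of the locus listed as AT1G47900, a setting chosen after seeing the values, the ratios were 0.06 and −0.76.

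The paper's tables give log2 ratios of 2-fold or more, with a significant call, for *LHCA2*, *PsaO*, *CRR3* and *FKBP16-2* at 1 day, and for *EXT7*, *EXT12*, *EXT17*, *EXT18* and *GA3ox2* at 7 days. With a pseudocount of 1, the log2 changes were 0.98 for *LHCA2*, 0.96 for *PsaO*, 0.83 for *CRR3* and 0.85 for *FKBP16-2*. At 7 days they were −0.84 for *EXT7*, −0.83 for *EXT12*, −0.97 for *EXT17*, −1.00 for *EXT18*, just under 2-fold, and −0.80 for *GA3ox2*. A pseudocount of 0.1 takes all 9 past 2-fold with a q-value under 0.05, and centring takes *EXT17* and *EXT18* past it. *LHCB5* at 1 day and *LHCB1.4* at 7 days are also given at 2-fold with a significant call in Table 1, after rounding. Their log2 changes were 0.95 and 0.96, under 2-fold.

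The legend of Table 3 states that its genes were selected by a change of more than 2-fold. With a pseudocount of 1, none of its 29 genes reached 2-fold at either age, and with no pseudocount 2 did, both at 1 day.

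The paper states that *GA2OX4* is lowered in *sig2-2*. At the gene's own position its value at 7 days was higher in *sig2-2*, with a log2 change of 1.05 on the scale with a pseudocount and a q-value of 0.0749 in the authors' deposited table, which is not a significant call.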

Other observations

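The correlations with the age axis were set before the data were examined; all other tests in this part were chosen after the results were seen.

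Difference between genotypes and change with age. Across the 33078 loci, which are not independent replicates, the change in *sig2-2* at 1 day correlated with the change from 1 to 7 days at 0.339 on the WT axis and 0.0530 on the *sig2-2* axis. The shared condition alone gave 0.129 and −0.130 when WT and *sig2-2* values were swapped at random within each age. Both values lie above all 100 swaps, which as a trend over all loci is consistent with *sig2-2* at 1 day being further along the change from 1 to 7 days than WT. It covers only part of the misregulated genes. Of the 295 raised at 1 day, 129 rose 2-fold or more in WT from 1 to 7 days, 131 changed less, and 35 fell 2-fold or more, which being further along would not raise. The raised genes were selected on the same WT values at 1 day, which favours a rise in WT, so the 129 are no measure of an advance. Of the 80 lowered at 1 day, 63 fell 2-fold or more in WT, the direction an advance needs. Another 13 changed less, and 4 rose 2-fold or more. Selection on the WT values at 1 day favours a fall for these genes, so the 63 are no measure either.

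At 7 days the correlations were −0.0593 on the WT axis and 0.329 on the *sig2-2* axis. Swapped values gave −0.186 and 0.187, and both correlations again lay above all swaps, so the trend over all loci was not toward a delay of *sig2-2* at 7 days. For the genes lowered at 7 days a delay stays open. Of these 580 genes, 354 rose 2-fold or more in WT from 1 to 7 days, the direction a delay needs. They were selected on the same WT values at 7 days, which favours that direction. For the 40 that fell 2-fold or more in WT, a delay is argued against.

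Seed storage genes. The 8 seed storage genes rose together in *sig2-2* at 1 day, with a median log2 change of 2.00 and a range from 1.36 to 4.70. Being further along would lower them, since they fell from 1 to 7 days in WT by a median log2 change of −1.76, so the median of 2.00 argues against that explanation here. Ungerminated seeds mixed into the *sig2-2* sample would bring late embryogenesis abundant transcripts too. The 11 genes of that name had a median of −0.98. The most abundant in WT, *LEA18*, was at 670.2 FPKM in WT and 297 FPKM in *sig2-2*. This cannot decide against a small share of seeds, because *LEA18* and others of these genes were already abundant in WT. The storage genes were at no more than 6.05 FPKM in WT at 1 day, so a small share could show in them alone. Storage and late embryogenesis abundant transcripts did not move as 1 group, and what raised the storage genes stays open.

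Dark-inducible genes. *ASN1*, *SEN1* and *DIN10* (73.5 FPKM in WT and 492 FPKM in *sig2-2*) were raised at 7 days. A rise of dark-inducible transcripts as a group is a candidate explanation. The other 5 genes of that name had a median log2 change of 1.40, above all 10000 lists matched on mean expression, with a range from 0.64 (*DIN9*) to 2.16 (*DIN2*). The same place, at the 100th percentile, argues against the authors' normalization, as a factor for each condition, and against a difference in depth between the conditions. Gene length bias and GC content bias are argued against by their place at the 100th percentile of lists matched on either. What would raise such genes in continuous light was not tested.

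GA2ox4 in Table S5. The idea that the values of another locus stand in the *GA2ox4* line was tested by a search for the paper's 4 values over all loci. They equal those of exactly 1 locus, listed as AT1G47900 (FPP6) on chromosome 1 from 17647144 to 17651425, which is not the one at the position of At1g47990. The identifiers At1g47990 and At1g47900 differ in their last digits, and how the values came to stand there was not tested.

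Other genes. *PIF4* (AT2G43010) was at 12.0 FPKM in WT and 32.9 FPKM in *sig2-2* at 7 days, a log2 change of 1.38, and at 3.37 and 3.23 FPKM at 1 day. *HY2* (AT3G09150) was at 17.0 and 13.6 FPKM at 7 days (log2 change −0.30). At 1 day it went the other way, from 16.8 to 22.6 FPKM (log2 change 0.41), with a q-value of 0.00684 in the authors' deposited table. Of the other *SIG* genes, *SIG5* (AT5G24120) was at 15.9 FPKM in WT and 23.3 FPKM in *sig2-2* at 7 days, a log2 change of 0.52 with a q-value of 0.00026 in the authors' deposited table. No *SIG* gene apart from *SIG2* changed by 2-fold at either age.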
